# Upregulation of extracellular proteins in a mouse model of Alzheimer’s disease

**DOI:** 10.1038/s41598-023-33677-z

**Published:** 2023-04-28

**Authors:** Sangkyu Kim, Jessica Fuselier, Anna Latoff, Justin Manges, S. Michal Jazwinski, Andrea Zsombok

**Keywords:** Genetics, Neuroscience, Systems biology, Biomarkers, Diseases, Neurology, Risk factors

## Abstract

Various risk factors of Alzheimer’s disease (AD) are known, such as advanced age, possession of certain genetic variants, accumulation of toxic amyloid-β (Aβ) peptides, and unhealthy lifestyle. An estimate of heritability of AD ranges from 0.13 to 0.25, indicating that its phenotypic variation is accounted for mostly by non-genetic factors. DNA methylation is regarded as an epigenetic mechanism that interfaces the genome with non-genetic factors. The Tg2576 mouse model has been insightful in AD research. These transgenic mice express a mutant form of human amyloid precursor protein linked to familial AD. At 9–13 months of age, these mice show elevated levels of Aβ peptides and cognitive impairment. The current literature lacks integrative multiomics of the animal model. We applied transcriptomics and DNA methylomics to the same brain samples from ~ 11-month-old transgenic mice. We found that genes involved in extracellular matrix structures and functions are transcriptionally upregulated, and genes involved in extracellular protein secretion and localization are differentially methylated in the transgenic mice. Integrative analysis found enrichment of GO terms related to memory and synaptic functionability. Our results indicate a possibility of transcriptional modulation by DNA methylation underlying AD neuropathology.

## Introduction

Dementia is the chronic loss of normal cognition and disruption of cognitive functions accompanied by personality changes. Disrupting most cognitive activities, it affects autonomous daily life. AD is the most common form of dementia prevalent among older people. It is associated with age-related changes in the nervous system, including accumulation of extracellular Aβ peptides and plaques and intracellular neurofibrillary tau tangles^1–3^. Risk factors include possession of certain genetic variants, head injuries, cardiovascular disorders, and unhealthy lifestyles^4,5^. In addition, infection by certain pathogenic microbes may contribute to AD development^6,7^. Therapies targeting Aβ, tau, and other modifiable risk factors are being pursued, but effective cures are yet to be established^8,9^.

Toxic Aβ peptides, such as Aβ_1–40_ (Aβ40) and Aβ_1–42_ (Aβ42), have been taking center stage in AD research. These are cleavage products of amyloid precursor protein (APP), a single-pass transmembrane protein of unknown function found in many tissues^10^. Many gene mutations have been reported that increase the production of the toxic peptides^11^. Soluble Aβ monomers and oligomers are aggregated to insoluble fibrils or plaques^12^. Controversy exists over the form of detrimental Aβ and its cellular location. Regardless, a plethora of data suggests a causal role of toxic Aβ in AD pathology. For example, transgenic mice carrying mutant versions of the human *APP* gene linked to familial AD develop pathological phenotypes reminiscent of AD^13,14^. These phenotypes include increased Aβ levels, age-related neurocognitive deficits, and reduced viability.

Phenotypic variation in AD is largely accounted for by non-genetic factors. Genes in co-expression networks of human frontal cortex samples show complex relationships with pathological and clinical traits^15^. These genes are hierarchically clustered into many modules where no individual genes dominate in gene-trait relationships. Even the *e4* allele of *APOE*, the best-known genetic risk factor, accounts for only 2–5% of phenotypic variances. Multiomics of human AD brains, which shows various subnetworks of SNPs, transcripts, and proteins, includes a small subnetwork containing *APOE*^16^. According to a large-scale-data compilation, the heritability of AD ranges from 0.13 to 0.25^17^. Thus, most of the AD cases belong to the non-familial, sporadic type.

As AD is a complex disease affected by many external factors impinging on related but heterogeneous mechanisms, integrative multiomics is likely to greatly enhance the accuracy and interpretability of data. The Tg2576 mice produce a mutant version of human *APP* containing the Swedish double mutation (KM670/671NL)^18^. At 9–13 months of age, these mice show cognitive impairment and increased levels of Aβ peptides and plaques in the brain. Transcriptomics on this mouse model has been reported^19,20^, but literature is scarce on DNA methylomics or integrative multiomics applied to the same brain samples.

Using the Tg2576 model, we investigated differential gene expression, coupled with differential DNA methylation. Our results indicate that the transgenic mice are enriched in transcripts involved in extracellular matrix structures and functions. Similar results were obtained with DNA methylomics. Furthermore, a subset of transcripts that is predictive of a related DNA methylation profile was enriched in GO terms related to memory and synaptic function. These results suggest a possibility of transcriptional modulation of genes involved in neuropathology of AD by DNA methylation.

## Methods

### Animals

Male and female wild type (Wt) and Tg2576 (Tg) mice were ordered from Taconic (Stock #1349). Animals were housed in 12-h dark–light cycle rooms at room temperature and had free access to water and standard rodent chow. Under deep anesthesia with isoflurance, the mice (11–14 month old) were decapitated with a rodent guillotine, the brain was removed and micro-dissected. Dissections of brain regions containing both dorsal hippocampus and cortex were frozen and kept at – 80 °C until further processing. Thus, each brain biospecimen used in this study is a mixture of both brain regions that were processed together for DNA and RNA extraction. All procedures were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee of Tulane University. This multiomics study, reported in accordance with ARRIVE guidelines, analyzed a total of 13 mice, five Wt (three female) and eight Tg (four female) (Supplementary Table S1).

### RNA-seq

For RNA-seq, we analyzed data from 12 samples (5 Wt and 7 Tg mice) that passed preprocessing (Supplementary Table S1). Total RNA was extracted from the brain section containing hippocampus and cortex using RiboPure™ RNA Purification Kit (ThermoFisher Scientific). Ribosomal RNA was removed using Ambion RiboMinus Eukaryote System. RNA concentration and integrity were checked using an Agilent Bioanalyzer (RIN > 7). Libraries were prepared using Ion Total RNA-Seq Kit for the AB Library Builder System, and transcript sequence reads were generated using the Ion Torrent S5XL sequencing platform. The average number of total reads was 33.2 million per sample. Sequence reads were aligned and mapped to mm10 FASTA and GTF files using STAR and Bowtie 2 embedded in the Ion Torrent RNASeqAnalysis plugin. Using edgeR, transcript count data were subjected to gene annotation, removal of low count genes, normalization to remove biases across libraries^21^. The edgeR-treated data set was analyzed for differential expression between Wt and Tg groups using DESeq2^22^, with adjustment for sex and batch (Supplementary Methods).

Differentially expressed genes (DEGs) were analyzed for associated gene ontology (GO) terms using R packages gprofiler2, clusterProfiler, GeneTonic, and enrichGO^23–25^. In addition, the output of DESeq2 analysis was subjected to gene set enrichment analysis (GSEA) using the R fgsea package^26^. GSEA requires genes ranked according to a standardized statistical score. To rank genes, we used the Wald statistic (= ‘stat’), which is log_2_[fold change] (lfc) divided by its standard error. Curated mouse gene sets in canonical pathways were downloaded from the GSEA Molecular Signature Database (MSigDB) (https://www.gsea-msigdb.org/gsea/msigdb/mouse_geneset_resources.jsp). Currently, the mouse MSigDB offers gene sets from Reactome, BioCarta, and WikiPathways databases. In the fgsea package, enrichment score (ES) is calculated in the same way as in Broad Institute GSEA^27^. Normalized enrichment scores (NES) were generated by dividing ES by the mean values of permutated ES (n = 1000).

### Weighted gene co-expression network analysis (WGCNA)

The edgeR-processed data from the Tg and Wt mice were analyzed using the R package WGCNA^28^. The soft thresholding power was set empirically at 22, and either signed or unsigned network adjacency matrix and topological overlap matrix (TOM) were calculated. A signed network treats only positively correlated nodes as connected whereas an unsigned network treats both positively and negatively correlated nodes as connected. Co-expressed genes were hierarchically clustered using the dissimilarity structure from the signed or unsigned TOM and the “average” agglomeration method. Modules of dissimilarity < 0.1 were merged. Module eigengene, gene significance, and module membership were calculated for each module using functions provided by WGCNA. A module eigengene refers to the 1st principal component of a module, gene significance is the correlation between expression profiles of genes in a module and the trait, and the module membership is the correlation between the module eigengene and the gene expression profile. GO analysis was applied to modules of interest, as described above for transcriptomics.

### DNA methylomics

For DNA methylomics, we analyzed data from 12 samples (4 Wt and 8 Tg mice) that passed sequence preprocessing, 11 of which were also analyzed for RNA-seq (Supplementary Table S1). Mouse genomic DNA (≥ 500 ng), prepared using Quick-DNA Microprep Plus Kit, Zymo Research, was sent to Zymo Research for Classic RRBS (Reduced representation bisulfite sequencing). The bisulfite sequencing service included bisulfite treatment, library construction and quality control, paired-end data generation (Illumina HiSeq 2000), data alignment and mapping (using Bismark), and methylation calling (using Bismark Methylation Extractor). The total number of reads was 21 million per sample on average and the average mapping efficiency to the mm10 reference genome was 68%. Various types of data were delivered, including trimmed FASTQ and BAM files.

The BAM files were analyzed using the R package methylKit^29^. Differentially methylated CpG sites between Tg and Wt groups were identified with adjustment for sex. A differentially methylated site (DMS) was regarded as a CpG dinucleotide with (1) the difference in mean DNA methylation levels greater than 10% between Tg and Wt groups and (2) FDR lower than 0.1. Significant CpG sites were linked to the nearest transcription start sites using org.Mm.eg.db, and genomation^30^. GO terms associated with the linked genes were retrieved using the ClusterProfiler package. Functional relations of genes (“Gene-Concept Networks”) within or between significant GO categories were inferred and visualized using the R enrichplot package.

### Statistical analysis

Transcript and DNA methylation data were also analyzed using partial least squares (PLS) methods. PLS-discriminant analysis (PLS-DA) and sparse PLS were applied to transcript data using R package mixOmics^31^. PLS was run for the binary classification through a dummy matrix that was treated as a continuous variable^32^. Sparse PLS through LASSO penalization was applied for feature selection.

Integrative analysis was applied to data from 11 brain biospecimens (4 Wt and 7 Tg mice) from which both transcriptomics and DNA methylomics data were obtained (Supplementary Table S1). The two-way orthogonal PLS method (O_2_PLS) models the variation of two different datasets in three parts: a joint part, an orthogonal (systemic) part, and a random part. The joint part accounts for variation in both datasets, the orthogonal part is unique to each dataset, and the random part corresponds to residual variation. Datasets in the joint part are highly correlated. The R OmicsPLS package was used to model the joint variation between the transcript and the DNA methylation datasets^33^. Transcripts and DNA methylation sites whose levels highly covary were selected using DIABLO (Data Integration Analysis for Biomarker discovery using a Latent cOmponents) provided by the MixOmics package^34^. DIABLO is a multiomics integrative method based on PLS. We analyzed the first two principal PLS components for feature selection and GO analysis. Gene ontology terms representing the selected features were retrieved as described above.

## Results

### Transcriptomics

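RNA-seq data came from brain sections that contained dorsal hippocampus and cortex of 12 mice, 5 Wt and 7 Tg. Tg2576 (Tg) mice carry a human APP transgene with the Swedish mutation. The methods give an age range of 11 to 14 months, and the sample labels give an age of about 11 months. Libraries were prepared and sequenced in 2 batches. Batch 1 held 3 Wt and 5 Tg mice, and batch 2 held 2 Wt females and 2 Tg males, so genotype and sex cannot be told apart within batch 2. The authors removed ribosomal RNA, sequenced total RNA on an Ion Torrent S5XL, aligned the reads to mm10, counted the unambiguous, unique reads on each gene, removed genes with low counts and deposited the counts of 15928 genes without normalization. Between 15768135 and 20996174 reads per mouse were counted on these genes, with a median of 17954111 in Wt mice and 18714500 in Tg mice (exact permutation test, two-sided p = 0.73). The deposited count table has no gene names. Names were recovered by matching each gene's mean normalized count to the means in the table of DESeq2 results in the Supplementary Data, which paired 1349 of its genes with a single gene of the count table (largest relative difference 4.3e-10). The other genes were tested without a name. The paired genes are ones that the paper's own test on these mice ranked near the top, and 1097 of the 1349 had an unadjusted p under 0.05 here, so directions among them describe genes already selected in these mice. Expression was compared between Tg and Wt mice with edgeR's quasi-likelihood test, with sex and library batch as covariates, TMM normalization, and the adjusted p threshold of 0.1 given in the Supplementary Methods. All 15928 genes passed edgeR's filter on low counts.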

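App, the mouse gene for the amyloid precursor protein (minus strand of chromosome 16 of GRCm38, from 84949685 to 85173766), was examined first, as a check of the genotype labels. The authors' counting is not stated to separate reads of the human transgene from reads of the mouse gene. Expression of App was 1365 ± 100.5 CPM (mean ± SD of TMM-normalized read counts scaled to a common library size, n = 5) in Wt mice and 4392 ± 1160 (SD, n = 7) in Tg mice, a log2 fold change of 1.67 (standard error 0.15, adjusted p = 7.55e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 7 Tg mice were above all Wt mice (exact permutation test, two-sided p = 0.00126, the smallest that 5 mice against 7 allow). With each mouse left out in turn, the log2 fold change stayed between 1.55 and 1.73. App was the 1 gene past the threshold, while 1146 genes had an unadjusted p under 0.05, against 796 expected if no gene differed. Of 100 splits of the mice into 5 and 7, the real one included, 16 gave as many such genes. That number is therefore not separated from other splits. The alternative that moved the count of genes past the threshold most was DESeq2 with the same covariates, which called 56 genes. Of these, 53 were among the genes the paper called.

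**Figure D1:**
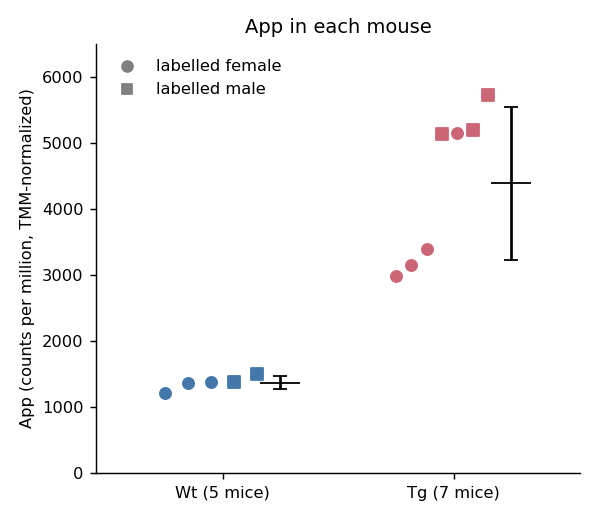
Expression of App in each mouse, in TMM-normalized CPM on the y axis, for the 5 Wt and 7 Tg mice on the x axis. Each point is 1 mouse, circles are mice labelled female and squares mice labelled male, and the horizontal mark with its error bar gives the mean and SD of each group. The Tg mice sit between 2991 and 5727, all above the Wt mice, which sit between 1214 and 1496.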

Using DESeq2, we found expression of 100 genes statistically significant between Tg and Wt mice (Supplemental Table S2). Of these, expression of 84 genes was up regulated (lfc ranging from 0.35 to 18.51, adjusted p-value (padj) < 0.01), and the other 16 were down regulated (lfc ranging from − 18.62 to − 0.46, padj < 0.01) in the transgenic group.

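At an adjusted p under 0.1, the threshold of the Supplementary Methods, edgeR's quasi-likelihood test called 1 gene higher and 0 genes lower in Tg mice, and the DESeq2 Wald test called 51 higher and 5 lower. Of the 100 genes in Supplemental Table S2, 53 could be paired with the deposited counts, 48 that the paper lists as up regulated and 5 that it lists as down regulated. All 53 had the paper's direction. The log2 fold changes of the 48 ranged from 0.36 to 1.81 with a median of 0.93, and those of the 5 from -4.26 to -0.44. All 53 had an unadjusted p under 0.05 in edgeR, and 1 of them an adjusted p under 0.1 over all genes tested. Adjusted over the list alone all 53 passed, which shows no stability because the list is the paper's own selection from these mice. In the paper's table, 36 of the 100 genes have an absolute log2 fold change above 10, 25 of them higher and 11 lower in Tg mice, with mean counts from 0.262 to 0.53. None of these 36 could be paired, and they are not analysed here.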

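Xist, the noncoding RNA of the inactive X chromosome (chromosome X of GRCm38, 103460366 to 103483254, minus strand), is among the genes the paper lists as down regulated. Its log2 fold change was -4.26 in edgeR (standard error 1.32, adjusted p = 0.611 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 7 mice labelled female had 149.5 to 233.4 CPM of Xist and 4 of the 5 mice labelled male at most 0.0563. Mouse 41, a Wt mouse labelled male, had 198.9. Without mouse 41 the log2 fold change was 0.15.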

The DESeq2-identified DEGs were analyzed for associated GO terms. Of the 65 GO terms with padj < 0.05 (Supplemental Table S3), the two most significant ones were cellular components (CC) ‘extracellular region’ and ‘extracellular space’ (Fig. 1). 

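Among the paired genes of this list whose products are secreted, Col18a1, which encodes a collagen chain (chromosome 10 of GRCm38, 77052178 to 77166548, minus strand), was expressed at 4.55 ± 1.61 CPM (SD, n = 5) in Wt mice and 8.45 ± 1.27 (SD, n = 7) in Tg mice. The log2 fold change was 0.96 (standard error 0.22, adjusted p = 0.597 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 7 Tg mice were above all Wt mice. Col9a3, another collagen gene (chromosome 2, 180597790 to 180622189, plus strand), was at 4.50 ± 1.21 in Wt and 10.5 ± 5.13 in Tg mice, with 5 of 7 Tg mice above all Wt mice and a log2 fold change of 1.24 (standard error 0.35, adjusted p = 0.61 from the same test). Agt, the angiotensinogen gene (chromosome 8, 124556534 to 124569706, minus strand), was at 38.5 ± 12.7 in Wt and 62.4 ± 14.9 in Tg mice, with a log2 fold change of 0.75 (standard error 0.15, adjusted p = 0.501 from the same test). Slit3, which encodes a secreted guidance protein (chromosome 11, 35121224 to 35708507, plus strand), went the other way, at 69.5 ± 10.2 in Wt and 52.1 ± 5.94 in Tg mice, with 5 of 7 Tg mice below all Wt mice. The exact permutation tests of these genes, two-sided, gave p = 0.00126 for Col18a1, 0.0341 for Col9a3, 0.0189 for Agt and 0.00505 for Slit3, each without adjustment for the genes tested. A score of choroid plexus marker genes was then added as a further covariate. With it the log2 fold change was 0.35 for Col9a3, 0.95 for Col18a1, 0.46 for Agt and -0.43 for Slit3, which had -0.44 without it.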

Biological processes (BP) or a molecular function (MF) related to the extracellular terms were also found down the list.

**Figure 1:**
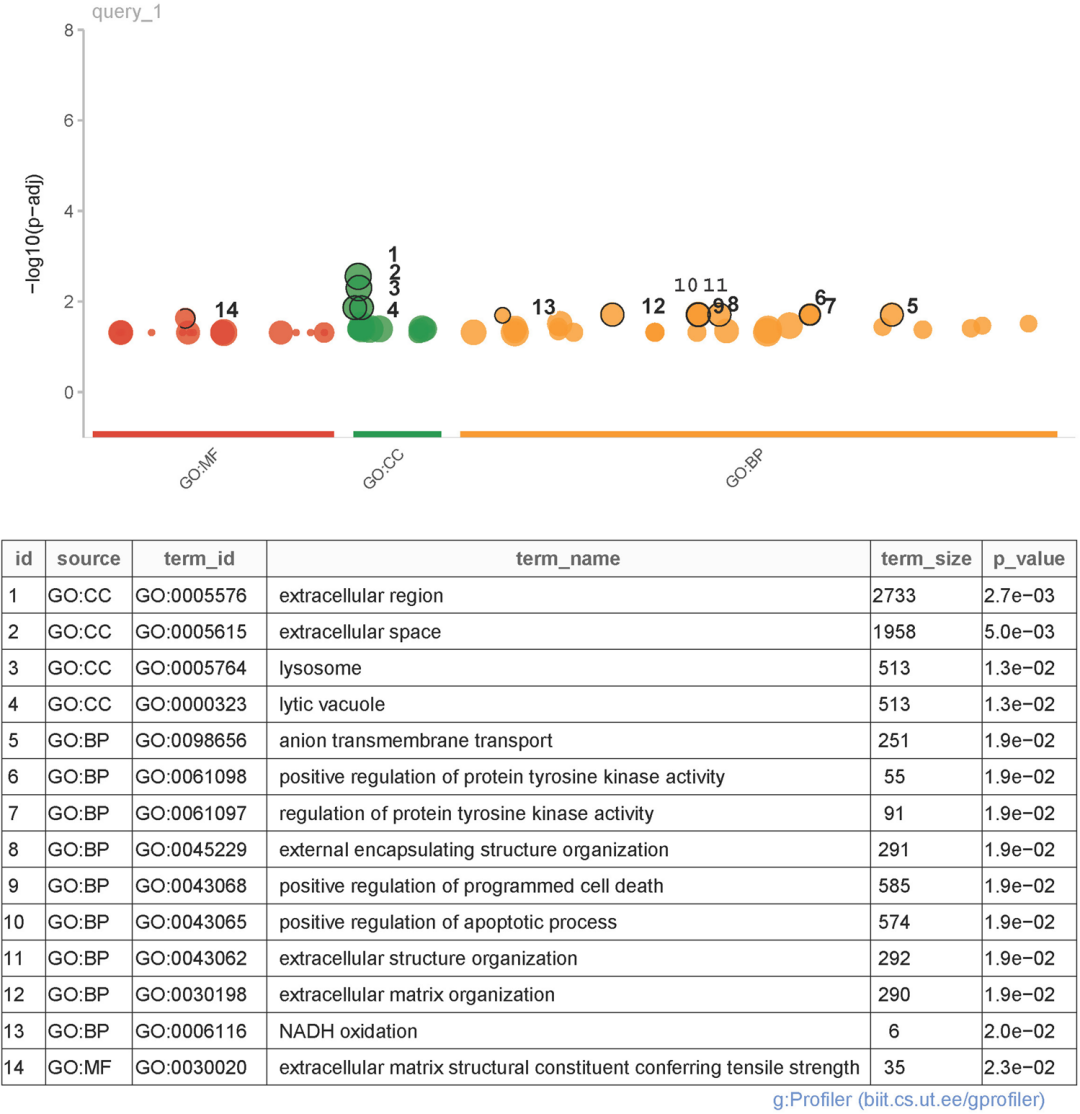
Significant GO terms output by gprofiler2 (only top 14 terms are shown here; see Supplementary Table S3 for the full list). The upper plot is a graphical visualization of the bottom table. The numbers in the plot correspond to the id’s in the table; source = GO categories (*BP* biological process, *CC* cellular component, *MF* molecular function), *term_size* number of genes that are annotated to the term, *p_value* FDR-adjusted pval.

In addition to the gene ontology analysis, functional gene set enrichment analysis was applied to the DESeq2 output using curated mouse gene sets from the Reactome pathway database. 

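Of 182 genes whose symbols mark them as parts of the extracellular matrix, its modifying enzymes or integrins, 25 (13.7%) could be paired with the deposited counts. Because fewer than 80% of the members of any such set were paired, no enrichment score was computed, and directions are given in its place. In Tg mice 20 of the 25 were higher and 5 lower, against 754 higher and 595 lower among all 1349 paired genes (two-sided Fisher's exact test, p = 0.0145, 0.0508 after Benjamini-Hochberg adjustment over 7 sets; genes are not independent replicates). Their median log2 fold change was 0.60, and none passed the threshold after adjustment in edgeR, while 18 had an unadjusted p under 0.05. The paired members are ones that the paper's own test ranked near the top. The 18 of 25 therefore adds no evidence, and the direction of the unpaired members is not known. Among the collagen chains 4 of 5 paired genes were higher, among the integrin subunits 2 of 4, and the single laminin gene, Lama5 (chromosome 2 of GRCm38, 180176373 to 180225859), had a log2 fold change of 0.39 (standard error 0.18, exact permutation test, two-sided p = 0.0619). The 4 paired genes of cholesterol biosynthesis were all higher, with log2 fold changes from 0.27 to 0.40.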

Of the 69 pathways with padj < 0.01, the top eight pathways with NES greater than 2 were all closely related to structures or functions of extracellular components or domains (Table 1). On the other hand, most of the 14 pathways with NES lower than -2 were related to neurotransmission and neuronal signaling. These results indicate that in Tg mice, genes involved in extracellular matrix structures or functions are up regulated (Fig. 2a) while those involved in neuronal signaling are down regulated (Fig. 2b).

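Of 51 genes for neurexins, neuroligins and their synaptic partners, 11 could be paired with the deposited counts, and all 11 were lower in Tg mice (two-sided Fisher's exact test against the other paired genes, p = 1.17e-04, 8.19e-04 after Benjamini-Hochberg adjustment over the sets). The test takes the genes as independent, which genes measured in the same mice are not. Their log2 fold changes ranged from -0.38 to -0.16 with a median of -0.26. After adjustment 0 of them passed the threshold, while 8 had an unadjusted p under 0.05. Only genes that the paper's own test ranked near the top could be paired, and 1097 of all 1349 had such a p. The 8 of 11 therefore adds no evidence, and the direction of the unpaired members of the set is not known. Camk2a, Grin2a and Grin2b were the 3 paired genes for glutamate receptors and the CaM kinase II subunits, and all 3 were lower. Grin2a (chromosome 16 of GRCm38, 9567898 to 9995560) was at 108.8 ± 36.9 CPM (SD, n = 5) in Wt mice and 94.9 ± 15.0 (SD, n = 7) in Tg mice. An exact permutation test, which leaves sex and batch out, gave a two-sided p of 0.471, and edgeR with both as covariates gave a log2 fold change of -0.22 (standard error 0.085, unadjusted p = 0.0227, adjusted p = 0.637 with Benjamini-Hochberg adjustment).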

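Set beside each other, the paired matrix and integrin genes moved mostly up and the synaptic genes down. With the choroid plexus marker score as a covariate, the median log2 fold change of the 25 matrix and integrin genes was 0.21, with 19 of them higher, and that of the 11 synaptic genes was -0.18, with all of them lower. The paper relates its top pathways with positive enrichment scores to extracellular components and most, not all, of those with the lowest scores to neurotransmission and neuronal signaling. From these 2 groups its results section infers that matrix genes are up regulated and neuronal signaling genes down regulated in Tg mice. Its discussion repeats this for the extracellular pathways, and words the 2 directions together as a speculation.

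**Figure D2:**
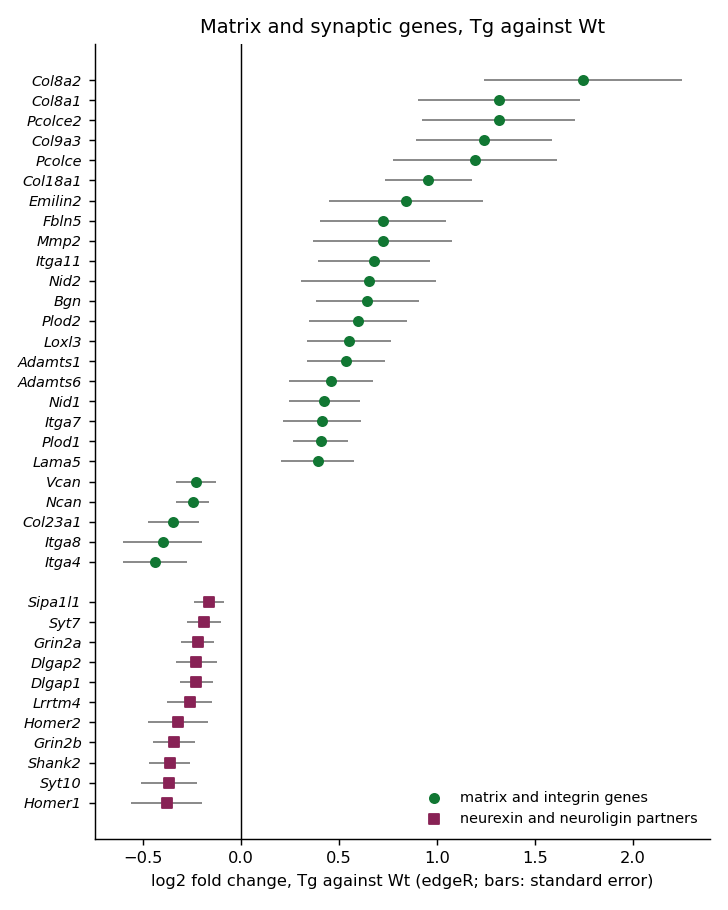
log2 fold change of each paired gene between Tg and Wt mice on the x axis, with 1 gene per line on the y axis; circles are 25 matrix and integrin genes, squares are 11 neurexin and neuroligin partners, and bars are standard errors from edgeR. The circles lie to the right of 0 for 20 genes and the squares lie to the left of 0 for all 11.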

**Table 1:** Reactome pathways with NES > 2 or < − 2.

Reactome pathway	pval	padj	ES	NES
Collagen degradation	5.68E−08	5.40E−06	0.70	2.35
Integrin cell surface interactions	1.66E−07	1.26E−05	0.59	2.20
Laminin interactions	2.97E−06	1.08E−04	0.74	2.18
Assembly of collagen fibrils and other multimeric structures	8.04E−07	4.34E−05	0.61	2.16
Extracellular matrix organization	9.14E−12	2.32E−09	0.48	2.11
Cholesterol biosynthesis	4.41E−05	8.81E−04	0.70	2.05
Collagen chain trimerization	5.79E−05	1.07E−03	0.61	2.04
NCAM1 interactions	9.33E−05	1.56E−03	0.72	2.03
Collagen biosynthesis and modifying enzymes	1.83E−05	4.64E−04	0.56	2.02
Collagen formation	5.44E−06	1.65E−04	0.53	2.00
RAF activation	1.69E−04	2.44E−03	− 0.60	− 2.04
Transmission across chemical synapses	8.58E−10	1.63E−07	− 0.46	− 2.09
HATS acetylate histones	7.63E−05	1.36E−03	− 0.64	− 2.10
MAPK targets nuclear events mediated by map kinases	1.73E−04	2.44E−03	− 0.66	− 2.12
Synaptic adhesion like molecules	2.16E−04	2.88E−03	− 0.69	− 2.12
Signaling by NTRKS	1.61E−06	6.81E−05	− 0.54	− 2.13
CRMPS in sema3a signaling	9.47E−05	1.56E−03	− 0.76	− 2.14
Trafficking of AMPA receptors	7.73E−05	1.36E−03	− 0.76	− 2.16
Signaling by NTRK1 TRKA	2.83E−06	1.08E−04	− 0.57	− 2.17
Neurotransmitter receptors and postsynaptic signal transmission	7.89E−09	8.57E−07	− 0.50	− 2.17
Unblocking of NMDA receptors glutamate binding and activation	3.44E−05	7.26E−04	-0.72	− 2.24
Neuronal system	5.47E−16	4.16E−13	− 0.47	− 2.26
Activation of NMDA receptors and postsynaptic events	1.14E−06	5.09E−05	− 0.71	− 2.33
Protein protein interactions at synapses	5.87E−09	7.43E−07	− 0.63	− 2.41
Neurexins and neuroligins	2.84E−09	4.31E−07	− 0.80	− 2.59

*pval* enrichment p-value, *padj* Benjamini-Hochberg-adjusted p-value, *ES* enrichment score, *NES* normalized ES (ES divided by the mean ES from 1000 random samples).

**Figure 2:**
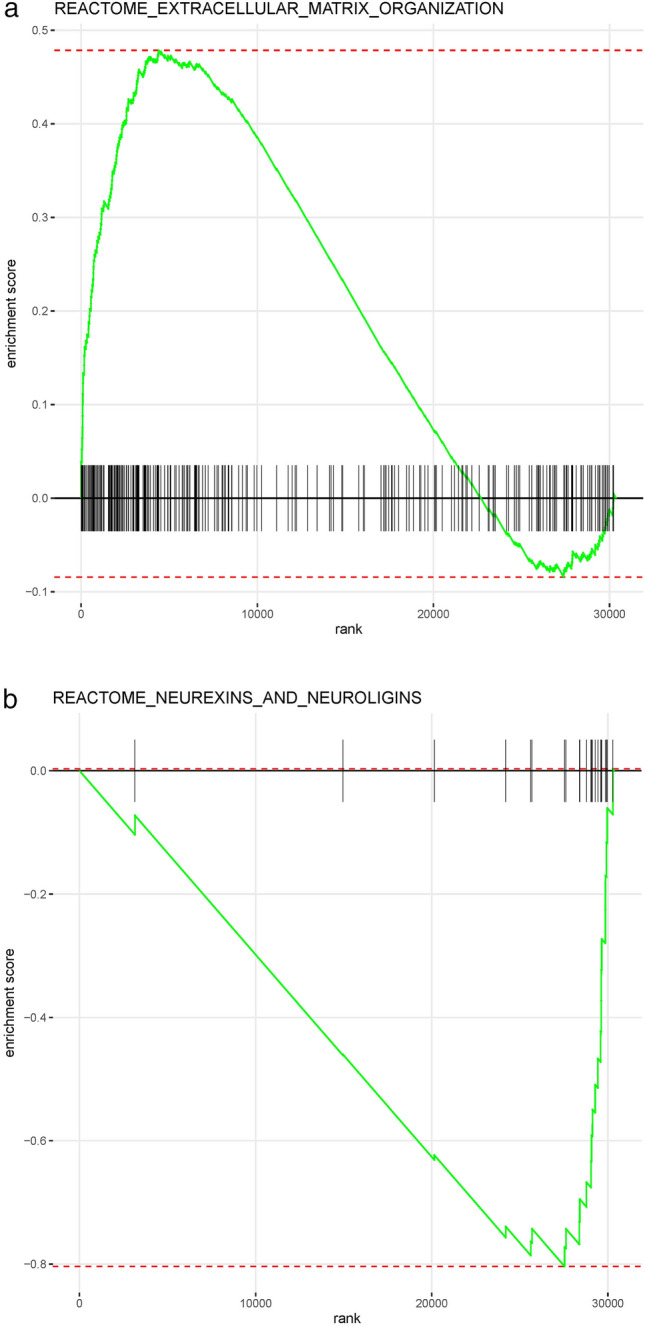
Changes in ES value (y axis) as GSEA was run down the ordered gene list (x axis). The score at the highest or lowest peak of the plot is the ES score for the gene set. (**a**) ES = 0.479 (Table 1) for the Reactome pathway Extracellular matrix organization (R-HAS-1474244); (**b**) ES = − 0.804 for Neurexins and neuroligins (R-HAS-6794361).

GSEA may allow for characterization of genes in well-defined biological processes or pathways, in which participating genes are likely to be coordinately expressed. Using WGCNA, it is possible to first group genes by their expression profiles and then characterize clusters of genes with similar expression profiles. Modules of interconnected genes were generated by clustering genes based on a signed or unsigned network using the R package WGCNA^28^. 

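WGCNA was not run here. A weighted co-expression network was computed directly from the log2 CPM of the 5000 most variable genes in the 12 mice, with absolute correlation raised to the power 22, topological overlap, average linkage, and modules of at least 30 genes. The unsigned network had 15 modules with 2192 genes. Its module most correlated with genotype held 61 genes, with a Spearman's rho of 0.808 between the module eigengene and genotype, Tg coded as 1 (exact permutation over all splits of the mice into 5 and 7, two-sided p = 0.00505) and a Pearson's r of 0.678 (exact p = 0.00631). These p values do not allow for the choice of the strongest of 15 modules, and 41 of all such splits gave a correlation as large in their own strongest module. Without the 2 mice farthest from the eigengene's median, Pearson's r was 0.692. Within the 8 mice of batch 1, Spearman's rho was 0.732, and batch 2 held too few mice to compute it. The next module held 357 genes, with a rho of 0.661 (exact permutation, p = 0.0303 without adjustment over the 15 modules).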

Of the unsigned-network modules, we chose a module labeled ‘turquoise’ for further analysis, which showed the highest module-trait relationship (Spearman’s ρ = − 0.56, pval = 0.057; Supplemental Fig. S1). The turquoise module, consisting of 1377 genes, showed a significant correlation between the intramodular connectivity and gene significance (Pearson’s r = 0.4, p = 4.7e−54; Supplemental Fig. S2). 

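In the module of 61 genes, Pearson's r between module membership and gene significance was 0.210. This correlation is across genes, which are not independent replicates, and 441 of all possible splits of the mice into 5 and 7 gave a correlation as large in their own strongest module.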

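Of the 61 genes in the unsigned module most correlated with genotype, 41 had a name, and 31 of these were small RNA genes and 0 were matrix or integrin genes. The second module, of 357 genes, had 234 named genes, among them 12 matrix and integrin genes, 13 of the 15 choroid plexus marker genes and 10 of the 12 oligodendrocyte marker genes listed for scoring.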

Genes in this module were associated with GO terms related to extracellular organization and neural cell differentiation (Fig. 3).

**Figure 3:**
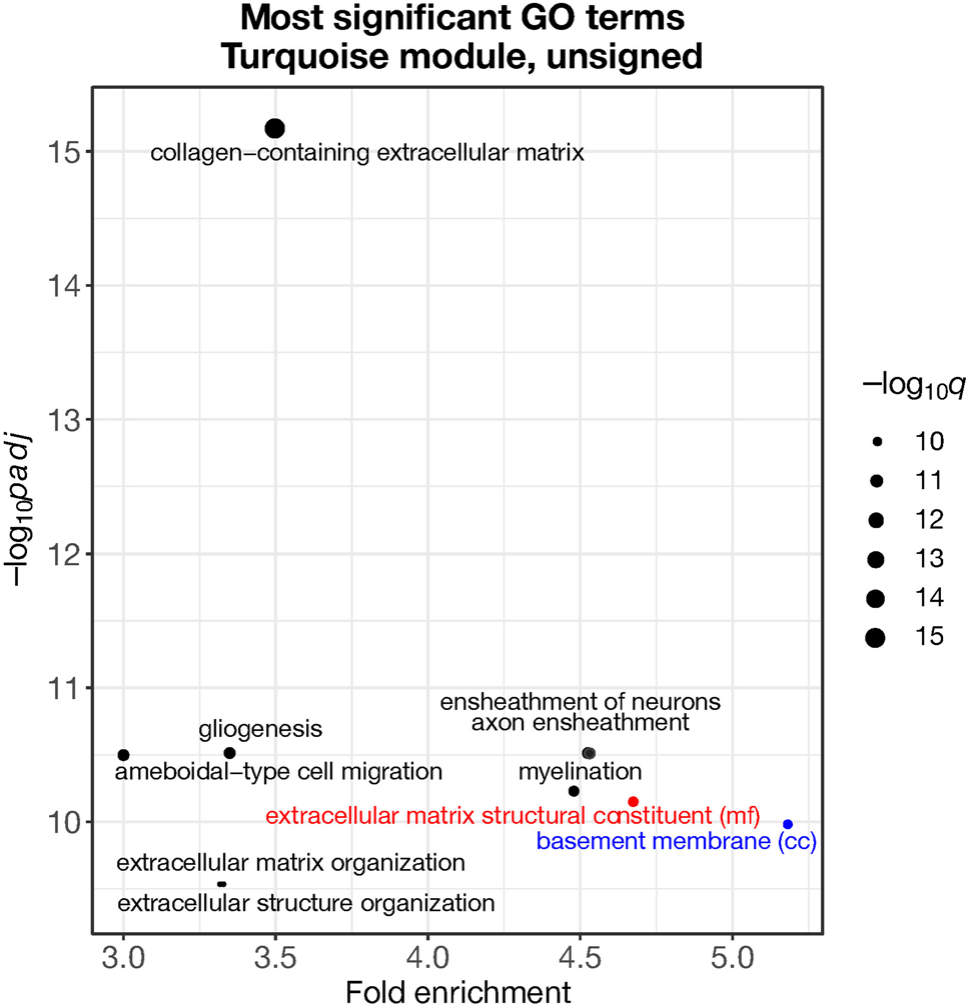
A bubble plot of top 10 GO terms enriched among the genes in the turquoise module. Fold enrichment is the ratio of the proportion of input genes annotated in each GO term to the proportion of all genes annotated in the same term; padj = Benjamini–Hochberg-adjusted pval; q = FDR-adjusted pval; and all terms belong to biological process except the ones marked cc (cellular component) and mf (molecular function).

Among the signed-network modules, ‘yellow’ and ‘slategray’ were the top two with the highest module-trait relationship (ρ = − 0.58, pval = 0.05 and ρ = − 0.56, pval = 0.058, respectively; Supplemental Fig. S3). 

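The signed network computed from the deposited counts in the same way also had 15 modules, which held 4106 genes. The module with the strongest correlation held 70 genes, with a Spearman's rho of 0.857 between its eigengene and genotype (exact permutation, two-sided p = 0.00253) and a Pearson's r of 0.80 (exact p = 0.00126), and 0.734 without the 2 mice farthest from the eigengene's median. In 28 of all splits the strongest of the modules had a rho as large. Within batch 1 the rho was 0.845. The next module held 81 genes and had a rho of 0.661. Of the 15 modules, 4 had an absolute rho of at least 0.5.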

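In the signed module of 70 genes, Pearson's r between module membership and gene significance, across genes, was 0.687, and 39 of all possible splits of the mice gave a value as large.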

In both modules, module membership and gene significance were significantly correlated (yellow, r = 0.33, p = 3.6e−30; slategray, ρ = 0.49, p = 5.5e−08). The yellow module, consisting of 1132 genes, was associated with GO terms similar to those from the unsigned network module (Supplemental Fig. S4). 

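In the signed network the matrix and integrin genes lay mainly in a module of 1024 genes, 356 of them named, that held 17 of the 25 paired ones. Its eigengene had a Spearman's rho of 0.514 with genotype (exact permutation, two-sided p = 0.106). The same module held 14 of the 15 choroid plexus marker genes and 10 of the 12 oligodendrocyte marker genes. The module of 70 genes held 0 matrix and integrin genes and 34 small RNA genes among its 42 named genes.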

No GO terms were found associated with the slategray module.

### DNA methylomics

We found 443 DMSs (Diff_10per.csv in Supplementary Data), which were linked to 182 annotated genes (dms_443-gene_182.csv in Supplementary Data). Of these, 71 genes were linked to hypermethylated DMSs and 111 genes were linked to hypomethylated DMSs. GO terms significantly associated with the mapped genes (padj < 0.01) include those related to protein secretion and extracellular localization (Table 2; Supplemental Fig. S5).

**Table 2:** GO terms enriched in 182 genes annotated with 443 DMSs.

ID	Description (all BP)	pval	padj
GO:0009306	Protein secretion	8.11E−07	0.001
GO:0035592	Establishment of protein localization to extracellular region	8.34E−07	0.001
GO:0071692	Protein localization to extracellular region	1.01E−06	0.001
GO:0050708	Regulation of protein secretion	5.57E−06	0.0032
GO:0051703	Intraspecies interaction between organisms	5.63E−06	0.0032
GO:0009914	Hormone transport	6.84E−06	0.0032
GO:0030073	Insulin secretion	1.22E−05	0.0049
GO:0030072	Peptide hormone secretion	1.42E−05	0.0051
GO:0002791	Regulation of peptide secretion	1.73E−05	0.0055
GO:0046879	Hormone secretion	2.76E−05	0.0079
GO:1902904	Negative regulation of supramolecular fiber organization	4.04E−05	0.0098
GO:0032309	Icosanoid secretion	4.14E−05	0.0098
GO:0032303	Regulation of icosanoid secretion	4.49E−05	0.0098

*DMS* differentially methylated site, *BP* Biological process, *pval* enrichment p-value, *padj* Benjamini–Hochberg-adjusted p-value. The whole output is in ego_10p.csv in Supplementary Data.

### Integrative PLS

Integrative analysis was applied to data from 11 brain biospecimen from which both transcriptomics and DNA methylomics data were obtained. Unsupervised decomposition of the variations in the transcript and DNA methylation data sets generated a single joint partition, which accounts for about 50% of the variation in the transcript data and 14% of the variation in the methylation data. The O_2_PLS model also yielded an orthogonal partition that is specific to 12% of the transcript data only; there was no orthogonal partition specific to the DNA methylation data. Thus, unlike the transcript data set, most of the variation (~ 86%) in DNA methylation data was estimated to be stochastic; the remaining small portion was predicted to co-vary with transcript data.

Key features common to both data sets were identified using a supervised method that integrates multiomics data sets. The goal was to characterize the first two pairs of latent components that discriminate the binary trait. We selected 500 top-loading transcripts from the 1st component and the same number of transcripts from the 2nd components, which were mapped to 395 and 376 gene subsets, respectively. 

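Of the transcripts behind the memory and synaptic terms, Adcy1, Shank2, Grin2b and Cacna1e could be paired with the deposited counts. They were compared in the 11 mice of the integrative analysis, 4 Wt and 7 Tg, which leaves out the Wt mouse 95, and all 4 were lower in Tg mice. Cacna1e (chromosome 1 of GRCm38, 154390731 to 154884501, minus strand) was at 520.1 ± 97.8 CPM (SD, n = 4) in Wt mice and 435.5 ± 54.0 (SD, n = 7) in Tg mice, and mouse 95 had 615.7. Its log2 fold change was -0.34 (standard error 0.10, adjusted p = 0.383 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes and 0.00872 over the 4 genes alone). Shank2 (chromosome 7, 144001928 to 144424494, plus strand) was at 177.4 ± 44.9 in Wt and 139.0 ± 13.6 in Tg mice, with 174.6 in mouse 95. Grin2b (chromosome 6, 135713233 to 136173511, minus strand) was at 751.3 ± 184.0 and 630.8 ± 85.5, with 906.4 in mouse 95, and Adcy1 (chromosome 11, 7063489 to 7178506, plus strand) at 561.5 ± 282.2 and 444.6 ± 59.3, with 478.0 in mouse 95. The exact permutation tests over these 11 mice, two-sided, gave p = 0.0727 for Cacna1e, 0.0212 for Shank2, 0.17 for Grin2b and 0.424 for Adcy1. These tests leave sex and batch out. With both as covariates, edgeR's unadjusted p was 0.00654 for Cacna1e, 0.00177 for Shank2, 0.0111 for Grin2b and 0.00322 for Adcy1, and adjusted over the 4 genes alone it was 0.00644 for Shank2 and Adcy1 and 0.0111 for Grin2b. Over all 12 mice the log2 fold changes were -0.34 for Cacna1e, -0.36 for Shank2, -0.34 for Grin2b and -0.29 for Adcy1. That of Adcy1 rests on the Wt mouse 41, which had 982.0 CPM, and was -0.044 without it. Mouse 41 also had the highest CPM of the 12 mice for Shank2 (244.2), Grin2b (1009) and Cacna1e (655.9). Without it their log2 fold changes were -0.24, -0.30 and -0.32. Among the 11 mice it is the only Wt mouse labelled male, and its Xist lay in the female range. The p values with sex as a covariate therefore depend on a mouse whose sex label is in doubt. The 4 genes were chosen by the paper in these mice, so their direction shows no stability.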

No GO terms were found associated with the 1st subset, but the 2nd subset was associated with GO terms containing memory, synaptic plasticity, and potentiation (Fig. 4). The same number of DNA methylation sites were selected from the 1^st^ and 2^nd^ components, which were linked to 123 and 127 nearest gene subsets. No GO terms were significantly associated with the two subsets.

**Figure 4:**
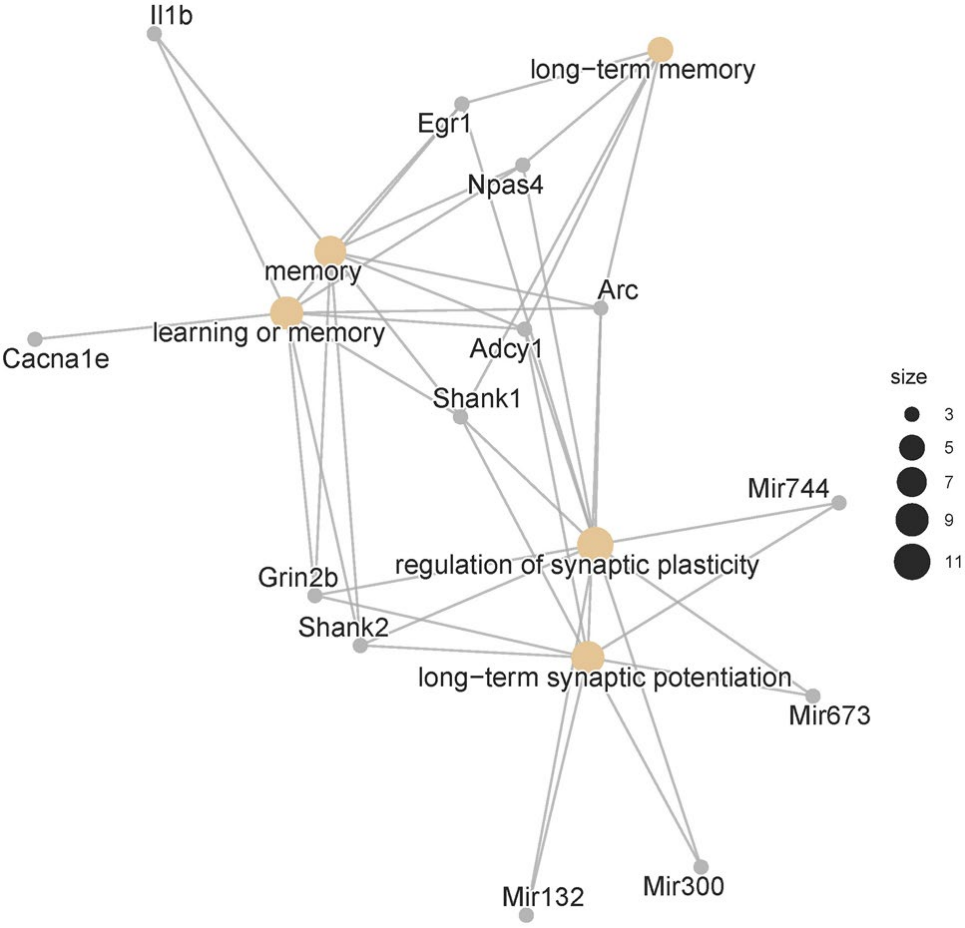
A “cnetplot” displaying the top five GO terms and related genes in the input gene list (ego_diablo_r2.csv in Supplementary Data). It was generated using the cnetplot function available in the R enrichplot package. “size” refers to the number of genes assigned to each GO category.

## Discussion

Multiomics heavily depends on analytical tools. Therefore, we devoted a substantial portion of our discussion to some important aspects of our analytical approaches that may not be immediately obvious. We also presented literature-based speculations and possibilities, which we hope will lead to testable hypotheses.

### Single omics: extracellular localization/organization vs. synaptic function

We found 100 DEGs from DESeq2 analysis of brain sample data obtained from ~ 1-year-old Tg and Wt mice. These DEGs were characterized by GO terms related to extracellular localization and organization. Similar enrichment terms were found with genes in co-expression modules that showed a significant correlation between the intramodular connectivity and gene significance.

The GO results were further supported by the results of functional GSEA based on the Reactome database. Most of the Reactome pathways with top positive enrichment scores were related to interactions or organization of extracellular components. These results indicate that in Tg mice, biological pathways involved in extracellular structures and functions are upregulated. Interestingly, Reactome profiles at the negative end of the ranked gene list were distinctively different: Most of the pathways with top negative enrichment scores were related to neurotransmission and synaptic signaling. For GSEA, we ranked genes in the decreasing order by “stat,” which is standardized log_2_(fold change). Positive stat values reflect increased expression whereas negative stat values reflect decreased expression of the corresponding genes in Tg mice. Thus, pathways listed at the positive end of the ordered gene list represent upregulated ones whereas those listed at the negative end represent downregulated ones. In other words, we speculate that in Tg mice, the Reactome pathways related to extracellular structures or functions might have been upregulated whereas those related to neurotransmission or neuronal signaling were downregulated. This implieates that upregulation of the extracellular matrix pathways might underlie downregulation of the signaling function in the Tg mice expressing the human *APP* gene carrying the Swedish mutation. Upregulation of extracellular matrix pathways or components has been observed in human AD brain transcriptomics, cell cultures expressing a mutant version of PSEN1^35,36^, and in AD brain proteomics^37^. Downregulation of genes involved in synaptic functions coupled with upregulation of ECM genes was also observed, which concurs with our GSEA results^35^.

Of the 182 genes (dms_443-gene_182.csv in Supplementary Data) identified by DNA methylation data analysis, 71 genes were linked to hypermethylated DMSs and 111 genes were linked to hypomethylated DMSs. Hypermethylation is generally regarded to be associated with transcriptional downregulation, and vice versa. However, studies going against the generalization exist, in which hypermethylation is associated with upregulated gene expression^38,39^. As the number of this type of DNA methylation studies increases, we expect to encounter more similar unconventional cases. There is another reason for considering all the mapped genes together regardless of their association directions with gene expression data. Components in a biological pathway can be correlated with one another positively or negatively (e.g., A activates B, but B represses C, etc.). This is why the ‘unsigned’ co-expression network described for WGCNA includes all the genes whose expression levels are correlated either way. Furthermore, most of the mapped genes were linked to single DMSs, and it is hard to imagine that a single-site methylation change would significantly affect expression of a nearby gene (unless it is experimentally proven to have such an influential role).

The GO terms that were significantly associated with these genes include those related to extracellular localization of proteins, which is concomitant with those obtained from transcriptomics. Thus, results of individual omics pose the possibility that transcription of genes, especially those located in extracellular matrix, might be modulated by differential DNA methylation.

### Integrative multiomics: the possibility of transcriptional modulation by DNA methylation

An unsupervised method predicted a joint partition that could account for 50% of the variation in the transcript data and 14% of the variation in the DNA methylation data. The two types of data in the joint partition are predictive of each other. When the ‘inter-associations’ between the two datasets were directed to be discriminant, we have somewhat complicated results. From the analysis of the 1st component pair, we found that DMS-linked genes or transcript-mapped genes were not enriched in any GO terms. Likewise, the DMS-linked genes from the 2nd component pair were not enriched in any GO terms. Only the transcript-mapped genes from the 2nd component pair were enriched in GO terms related to memory and synaptic function, which is in line with the pathophysiology of AD.

In evaluating the results of the integrative analyses, we consider three things. First, the statistical failure to detect significant GO terms of interest in a set of genes doesn’t necessarily mean the total absence of related biological functions. This is an especially reasonable consideration in a study with limited power. Second, the multivariate-based integration method we used (DIABLO) is an extension of sparse generalized canonical correlation analysis (sGCCA), which maximizes covariance between linear combinations (latent components) of variables^34^. In other words, the method is based on multivariate correlation. Correlation of two different types of data sets may have little to do with their functional relatedness because the data sets may randomly correlate with each other without any functional or mechanistic relatedness. This is highly probable with high-dimensional data structures. If so, collected gene subsets will be unrelated to each other, and GO analysis will produce different results, if any. Third, correct identification of DMS-target genes is impossible without experimental evidence. Identification of differentially expressed genes through transcriptomics is straightforward because transcripts are direct products of corresponding genes. On the other hand, bioinformatic identification of a gene that is functionally linked to one or more DMSs is not straightforward because it currently depends on their location relative to nearby genes. If a DMS lies within a gene body (38% of the 443 DMSs), such as in an exon or intron, it is probably correct to functionally link the DMS to the gene where it lies. However, if a DMS lies outside of any gene body (39%), mapping of such a DMS is not as straightforward. We followed the default delineation of a promoter (± 1000 bp around the transcription start sites). All the other DMSs (23%) were regarded as intergenic. Thus, even if we have a set of genes that are differentially methylated as well as differentially expressed, distance-based DMS-linking is unlikely to identify all the genes correctly, which will affect subsequent gene enrichment analysis. Therefore, given the results of the supervised integrative analysis, we cannot rule out the possibility that the two omics data sets may contain one or more functionally or mechanistically related data blocks.

We examined overlapping genes between differential expression and DNA methylation by taking two approaches. First, we made a summary table (Supplementary Table S4) that lists significant DEGs (differentially expressed genes identified by RNA-seq) and genes linked to significant DMSs (differentially methylated sites identified by BS-seq). This table shows 84 transcriptionally upregulated and 16 downregulated genes (from Supplementary Table S2). The table also shows 182 annotated genes (71 hypermethylated and 111 hypomethylated) (dms_443-gene_182.cvs in Supplementary Data), from 443 DMSs identified as significant using methylKit (Diff_10per.csv in Supplementary Data, which show all the DNA methylation and genome mapping information). 

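Of the 182 genes that the paper links to DMSs, 15 could be paired with the deposited counts, 4 linked to hypermethylated and 11 to hypomethylated sites. In the comparison of Tg with Wt mice 0 of the 15 passed the adjusted p threshold of edgeR's quasi-likelihood test. Their smallest adjusted p with Benjamini-Hochberg adjustment was 0.611, while 13 had an unadjusted p under 0.05. Only genes that the paper's own test on these mice ranked near the top could be paired. Of all 1349 paired genes 1097 had such an unadjusted p, so the 13 of 15 says nothing about genes linked to DMSs. The same selection limits the comparison of hypermethylated with hypomethylated genes. The mean log2 fold change was 0.22 ± 0.39 (SD, n = 4 genes) for hypermethylated and -0.07 ± 0.47 (SD, n = 11 genes) for hypomethylated genes (exact permutation test over 1365 arrangements, two-sided p = 0.355). Comparing the 182 symbols with the 100 genes in Supplemental Table S2 gave 0 shared genes.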

None of the genes are common in any cross comparisons. Second, we made another summary table (Supplementary Table S5) that lists commonly occurring genes in comparisons of RNA component 1—DNA methylation component 1 and RNA component 2—DNA methylation component 2 identified by DIABLO. From each RNA component, 500 features were selected, and their annotated genes were identified (228 genes for RNA component 1 in diablo_r1.csv in Supplementary Data; 233 genes for RNA component 2 in diablo_r2.csv for RNA component 2). Likewise, gene names linked to DMSs were identified (diablo_d1_gene.csv for component 1 and diablo_d2_gene.csv for component 2). 

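Expression of Chgb, Fa2h and Fam124a could be read from the deposited counts, each over 5 Wt and 7 Tg mice. Chgb, the chromogranin B gene (chromosome 2 of GRCm38, 132781278 to 132795079, plus strand), was at 57.3 ± 14.3 CPM (SD) in Wt and 47.7 ± 6.69 in Tg mice, a log2 fold change of -0.28 (standard error 0.12, adjusted p = 0.665 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fa2h, a fatty acid 2-hydroxylase gene (chromosome 8, 111345135 to 111393824, minus strand), was at 17.0 ± 7.50 and 30.9 ± 11.1, a log2 fold change of 0.89 that fell to 0.24 with the choroid plexus marker score and to 0.046 with the oligodendrocyte marker score added to it, and Fam124a (chromosome 14, 62555737 to 62608486, plus strand) at 27.0 ± 6.28 and 21.7 ± 3.78, a log2 fold change of -0.34. With the choroid plexus marker score the log2 fold change of Chgb was -0.13 and that of Fam124a -0.22. With the oligodendrocyte marker score added they were -0.055 and -0.28. By exact permutation tests, two-sided, p was 0.174 for Chgb, 0.0366 for Fa2h and 0.119 for Fam124a.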

There is one gene (histocompatibility 13) common between RNA component 1 and DNA methylation component 1, and five (chromogranin B, Zmynd12, Fa2, Pigg, and Fam124a) between RNA component 2 and DNA methylation component 2. Of these, chromogranin B is predicted to be in the extracellular matrix, which can be regarded as supporting the possibility of transcriptional modulation by DNA methylation. However, results obtained from many related genes are more reliable than those obtained from shortlists of genes, not to mention the time and effort taken for manual search and curation.

### AD pathology by soluble Aβ

Two molecular hallmarks of AD pathology are extracellular amyloid plaques and intracellular neurofibrillary tau tangles^40^. The amyloid cascade hypothesis assumes that Aβ peptide fragments, such Aβ40 and Aβ42 produced by the amyloidogenic cleavage of APP, aggregate in neurotoxic amyloid plaques, leading to the neuropathology of AD^41^. Thus, mainstream research on AD has been to elucidate the pathogenic effects of Aβ peptides and plaques on brain functions^1–3^. Several lines of evidence indicate that it is soluble oligomeric forms of Aβ that are responsible for most of the pathologies of AD. The Aβ42 level correlates with the disease severity^42^. It has more potent effects on neuronal functions and cell viability^43–45^. The ratio of Aβ42 to Aβ40 under pathological conditions change in favor of greater Aβ42^46^. Soluble Aβ promotes hyperphosphorylation of tau protein, promoting the formation of neurofibrillary tangles and neurite atrophy^47^. On the other hand, the level of insoluble forms is not a reliable correlate with disease severity^48^. Moreover, Aβ plaques are observed postmortem in clinically normal individuals^49^.

Similar findings have been reported with Tg2576 mice. In these mice, the level of soluble Aβ begins to increase from 6 to 8 months of age, and insoluble amyloid plaques are noticeable beginning at 9–12 months^50–52^. The appearance of insoluble plaques seemed to coincide with the onset of memory loss, but no correlation was observed in a sample of old and young mice^53^. These observations led to the hypothesis that Aβ intermediates between monomers and insoluble aggregates are responsible for neuropathology in Tg mice^53^.

### Genetic and non-genetic contributors to toxic Aβ generation and accumulation

Our study explored the possibility of DNA methylation as an epigenetic mechanism, based on the Aβ hypothesis of the disease, using the mouse model. According to the modified Aβ hypothesis in which soluble Aβ is the culprit, biological or clinical manifestation of AD pathologies depends on the rate of toxic soluble Aβ production from APP and its level in the central nervous system. The production rate will depend on time (age), but time is neither a reactant nor a catalyst of the cleavage reaction. Both genetic and environmental risk factors may affect the production rate of soluble Aβ by increasing the substrate (APP). This hypothesis assumes that the amyloidogenic pathway is in operation to some degree even under normal conditions. For example, individuals with Down syndrome (DS) are likely to produce excess APP because Down syndrome is genetically characterized by an extra copy of chromosome 21 where *APP* is located. Indeed, brain extracts from individuals with DS (58–80 years of age at death) showed elevated levels of soluble Aβ^54^. Increased ratios of Aβ42 to Aβ40 were observed in blood samples taken from live DS patients with dementia (20–52 years age range) compared with DS patients without dementia (13–51 years age range)^55^.

The production rate of toxic Aβ can be increased by genetic mutations that lead to preferential activation of the amyloidogenic pathway. For example, certain mutations in *APP*, *PSEN1*, or *PSEN2* are known to increase the amount of toxic Aβ*.* The Swedish mutation increases the initial cleavage of APP at the β-cleavage site over the non-amyloidogenic α-cleavage site. *PSEN1* and *PSEN2* encode presenilin 1 and 2, which are subunits of the gamma secretase complex, and there are mutations in these genes that result in increased production of toxic Aβ. Human astrocytes expressing APOE4 showed lower clearance of soluble Aβ than those expressing the other alleles of APOE^56^. Thus, in principle, the presence of one or more potent risk factors, like the genetic mutations seen in familial AD, may set disease onset relatively early in life.

On the other hand, the effects of environmental and lifestyle risk factors are usually so small, or often negligible, that the disease would progress gradually and subtly over several decades. Most AD cases (more than 90%) belong to this type of sporadic AD, occurring late in life seemingly in an age-dependent way^57^. While familial AD is mostly due to mutations in *APP*, *PSEN1*, and *PSEN2* genes, sporadic AD is determined by many genetic and non-genetic factors over a long period of time. Note that accumulation of toxic Aβ may underlie sporadic AD too^58^. Our study suggests DNA methylation as an epigenetic mechanism relaying non-genetic effects to the genome.

### Toxic Aβ and extracellular matrix

Expression of the human *APP* gene with the Swedish mutation (*APPsw*) in Tg mice is associated with significant changes in expression of other genes. 

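Besides App, expression of Prnp, the prion protein gene (chromosome 2 of GRCm38, 131909928 to 131938429, plus strand), was 431.6 ± 67.2 CPM (SD, n = 5) in Wt mice and 756.2 ± 146.6 (SD, n = 7) in Tg mice, and all Tg mice were above all Wt mice. Its log2 fold change was 0.83 (standard error 0.13, adjusted p = 0.16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the choroid plexus marker score as a further covariate its adjusted p was 0.0436 from the same test. The excess of Prnp over the Wt mean was 7.25% to 12.7% of the excess of App in the 7 Tg mice. Reads of the transgene construct counted on Prnp remain a candidate explanation, so a response of the mouse gene is not shown. Gfap, an astrocyte gene (chromosome 11, 102887336 to 102900912, minus strand), was at 138.2 ± 57.8 and 257.7 ± 46.7, a log2 fold change of 1.01 with an adjusted p of 0.574 from the same test, and 6 of 7 Tg mice were above all Wt mice. Among the 10 genes with the smallest p were also Slc37a2, Prlr, Baiap2l1 and Slit3, and the small nuclear RNA genes Gm26232 and Gm25813. The largest log2 fold changes of these were 1.81 for Prlr and 1.62 for Baiap2l1, and their adjusted p values were 0.286 and 0.296 from edgeR's quasi-likelihood test.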

Bioinformatic compilation of the GO terms and Reactome pathways related to ECM and neuronal signaling is based on relevant publications in the literature. Soluble Aβ peptides are secreted into the extracellular space^12^. Composed mostly of various glycoprotein components, ECM fills the extracellular space, around neurons, glia, and synaptic junctions. ECM components interact with neural cell surface receptors and affect almost all aspects of nervous system function, including cell migration and adhesion, axonal guidance, and formation of synapses and neural circuits^59,60^. Furthermore, expression of various ECM components increases as the disease progresses, leading to neuronal atrophy and synaptic dysfunction^61^. These findings largely concur with our GSEA results.

### Toxic Aβ and DNA methylation

One plausible mechanism that may mediate the effects of Aβ on gene expression is DNA methylation. In *APPsw*-expressing human glioblastoma (H4-sw) cells, expression of *IGFBP3* was reduced and its promoter was hypermethylated, compared to normal cells (H4)^62^. Reduced *IGFBP3* expression and the promoter hypermethylation were also observed with Aβ42-treated H4 cells. On the other hand, expression of *HMOX1* was increased, and DMSs in its promoter were hypomethylated in H4-sw cells and Aβ42-treated H4 cells^63^. In both genes, gene expression and DNA methylation levels were reversed by treatment of cells with a DNA methylation inhibitor. These results suggest transcriptional modulation of genes by differential DNA methylation. These results also suggest locally varying effects of Aβ oligomers on DNA methylation. Aβ oligomers can induce global hypomethylation in cultured hippocampal cells by reducing DNMT activity (based on an in-vitro DNMT activity assay applied to nuclear extracts)^64^. Application of the methyl donor folic acid to the cells restored the methylation status and DNMT activity in a dose-dependent manner. Loss of function mutations in *TET* genes, which encode dioxygenases involved in DNA demethylation, also leads to global hypomethylation with local hypermethylation^65^.

### ROS may mediate DNA methylation by Aβ

How could extracellular Aβ mediate its effect on genomic DNA methylation? We speculate that reactive oxygen species (ROS) could be a potential mediator. Reactive oxygen species (ROS) are signaling molecules. Human Aβ can directly generate superoxide from metal ions (deposited extracellularly in senile plaques) through the Fenton reaction^66,67^. Extracellular superoxide undergoes rapid dismutation to H_2_O_2_, which can diffuse freely through cell membranes as a relatively stable ROS. However, a biologically controllable source of cellular ROS is the cell membrane-bound NADPH oxidases (NOX). NOX activities are inducible by extracellular Aβ^68^. Soluble Aβ induces oxidative stress and vascular dysfunction in the brain, the severity of which is significantly diminished by chemical or genetic inhibition of NOX in rats and mice^69–71^. In human and rodent brain tissues, ROS generated by Aβ-activated NOX can lead to endothelin release, which triggers pericyte-mediated capillary constriction^72^.

Evidence also exists for the role of ROS in differential DNA methylation. ROS can induce epigenetic changes, often in response to exposure to external or environmental stimuli, such as ionizing radiation, exposure to airborne nanoparticles, herbicides, or heavy metals^73,74^.

## Conclusions

Our results suggest that in Tg mice expressing the human mutant APP, biological pathways impacting ECM structures and functions are upregulated whereas those in neurotransmission or neuronal signaling are downregulated. Both single omics and integrative multiomics suggest the possibility of transcriptional modulation by DNA methylation. We regard ROS a mediator between toxic Aβ and differential DNA methylation.

### Study limitations

There are limitations that need to be addressed. First, due to the limited sample size, our study is potentially liable to variation in the results and biological interpretation. Second, the brain samples we used in this study are mixtures of hippocampus and cortex. Transcriptome and epigenome profiles vary temporally and spatially. Thus, variation in the source and collection time of specimens across different studies limits comparisons and interpretations of the results. Third, details of the neuropathology underlying the model may differ from those of human AD. For example, Tg2576 mice do not develop neurofibrillary tau tangles in the brain^75^. Fourth, the study was limited to one timepoint. Despite these limitations, our study raises the possibility of transcriptional modulation by DNA methylation in a model of Alzheimer’s disease.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The datasets generated and analyzed during this study are available in the Gene Expression Omnibus (GEO) repository with Accession Numbers GSE223417 for RNA-seq and GSE223349 for BS-seq data.

# Supplementary material for: Upregulation of extracellular proteins in a mouse model of Alzheimer’s disease
**Source:** Sci Rep. 2023 Apr 28;13:6998. doi: 10.1038/s41598-023-33677-z
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Contents of Supplementary Information**

# A. Supplementary tables and figures

# B. Supplementary Methods

# C. Supplementary Data (in a separate folder)

# A. Supplementary tables and figures

**Supplementary Table S1** Mouse samples used in this study

| sample ID | group | sex | RNA-Seq | Bisulfite-seq | DIABLO |
| --- | --- | --- | --- | --- | --- |
| 12 | Wt | female | yes | yes | yes |
| 32 | Tg | female | yes | yes | yes |
| 41 | Wt | male | yes | yes | yes |
| 48 | Tg | male | no | yes | no |
| 67 | Tg | male | yes | yes | yes |
| 68 | Tg | male | yes | yes | yes |
| 69 | Tg | male | yes | yes | yes |
| 79 | Wt | female | yes | yes | yes |
| 80 | Wt | female | yes | yes | yes |
| 91 | Tg | female | yes | yes | yes |
| 92 | Tg | female | yes | yes | yes |
| 93 | Tg | female | yes | yes | yes |
| 95 | Wt | male | yes | no | no |

All mice are ~ 11-months- old; Bisulfite-seq = BS-seq for DNA methylomics; DIABLO is an integrative method used for combined analysis of both omics data. Refer to the main text for details).

**Supplementary Table S2** 100 DEGs output by DESeq2

lfc=log_2_(fold change); lfcSE=standard error of lfc; stat=lfc/lfcSE; padj=Benjamini-Hochberg-adjusted p-value

**Supplementary Table S3** Significant GO terms output by gprofiler2

padj=FDR-adjusted pval; precision=the proportion of genes in the input list that are annotated to the function; BP=biological process; CC=cellular component; MF=molecular function

**Supplementary Table S4** Differentially expressed genes and genes linked to differentially methylated CpG sites.

| Category | Genes |
| --- | --- |
| Upregulated genes (84) | 2010110K18Rik, 2210010C04Rik, Abca4, Ace, Acss3, Agr2, Agt, App, Aspa, B230323A14Rik, Baiap2l1, Bpifa6, Cfap43, Col18a1, Col4a4, Col9a3, Cst7  Ctsd, D130058E05Rik, D930032P07Rik, Elovl7, Gfap, Gm10375, Gm11313, Gm11771, Gm14058, Gm15169, Gm15658,Gm17171, Gm22317, Gm23275, Gm23286, Gm23804, Gm24046, Gm24135, Gm24305, Gm24368, Gm24515, Gm24830, Gm25085, Gm25089  Gm25394, Gm25790, Gm25813, Gm26147, Gm26232, Gm26392  Gm26444, Gm8215, Gng11, Greb1, H2-M10.6, Il1r1, Inmt, Lyz2, Msx1, mt-Tn, Neat1, Nqo1, Oca2, Olfr314, Plek2, Plxnb3, Ppfibp2, Prlr, Prnp, Prom2, Prr5l, Rnu1a1, RP23-402K6.2, RP24-329K22.1, Scg5, Slc16a8, Slc2a12, Slc37a2, Slc4a2, Ssxb2, Stard4, Syne3, Tdpoz4, Tff3, Tmprss5, Tppp3, Xlr3e-ps |
| Downregulated genes (16) | 1700067G17Rik, 4930512H18Rik, 4933406M09Rik, Ccnd2, Gimap7, Gm19585, Gm28177, Gm4131, Gpr119, Ism1, Kcng3, Mir192, RP23-56M2.5, Slit3, Traj26 |
| Hypermethylated genes (71) | 7530416G11Rik, Adcy8, Arfgef1, Arl6ip6, Atp2b2, C1qtnf5, Ccdc167, Ccdc96, Cela2a, Cep192, Col9a2, Crhr2, Cryab, Crym, Cyp2c67, Defb33, Dlgap4, Ect2l, Epc2, Fam50b, Fam72a, Fstl4, Fzd8, Ggnbp1, Gjd4, Gm14092, Gpr146, Hexim1, Hsd17b8, Hspa12b, Hspb1, Il1rap, Inafm1, Irx2, Isx, Lbx1, Lpp, Mab21l1, Magea14, Mamdc2, Map1a, Mif, Mtpn, Myo18b, Nnat, Nphp3, Nrxn2, Or2w4, Or7g33, Plagl1, Prkacb, Psmd7, Rab11fip5, Rai1, Ranbp9, Rassf5, Rbm20, Sarm1, Scn5a, Shisa2, Slc22a1, Sox13, Spock1, Tdrp, Tex43, Timeless, Traf1, Trim36, Vmn2r82, Zc3h15, Zfp366 |
| Hypomethylated genes (111) | Abcb7, Ablim3, Acsl4, Arfip1, Arx, Arxes1, Atf3, Atp7a, Bcap29, Bclaf3, C1ql3, Cacng3, Camk2n1, Ccdc85c, Cdkn2a, Commd8, Cspg4, D430019H16Rik, Dgat1, Diaph2, Dnajb8, Dock11, Drd2, Duox1, Eef2, Erich2, F11r, Fgf16, Frrs1l, Ftsj1, Gpr25, Hoxc9, Hspg2, Ihh, Ints12, Iqcj, Iqsec2, Kat6a, Kcna6, Lin7b, Ltf, Lyn, Magee1, Mamld1, Man1a2, Map3k9, Map7, Mecp2, Med14, Mkx, Mmp16, Mpp1, Mroh1, Mtmr3, Nhs, Nhsl2, Nlgn2, Olig1, Or4x6, Oxt, Pax3, Pcdh7, Pdk3, Pgr, Phlpp1, Pld1, Pmaip1, Prr12, Rai2, Rasgrf2, Rbmxl2, Rhov, Rilpl1, Rragc, Scx, Sh3kbp1, Shmt2, Shroom2, Slc22a3, Slc25a14, Slc27a2, Slc30a3, Slc6a8, Smc1a, Sox14, Sox3, Sp6, Spata20, Spef1, Speg, Sstr4, Stk26, Tbl1x, Tbx1, Tmem200c, Tmem47, Trim72, Trpc5, Ttn, Ube2q1, Vma21, Vps54, Xk, Zfp185, Zfp280c, Zfp382, Zfp449, Zfp534, Zfp992, Zkscan17, Zmym3 |

Genes starting with 'Gm-' or ending with 'Rik' are annotated genes that do not have a canonical name (yet).

**Supplementary Table S5** Genes that are commonly present in each latent variable component pair

| Component | Genes |
| --- | --- |
| RNA component 1 | diablo_r1.csv in Supplementary Data |
| DNA methylation component 1 | Diablo_d1_gene.csv |
| Genes common between RNA component 1 and DNA methylation component 1 | Entrez ID 14950 = H13  Official Full Name = histocompatibility 13  Predicted to enable aspartic endopeptidase activity, intramembrane cleaving; protein homodimerization activity; and ubiquitin protein ligase binding activity |
| RNA component 2 | diablo_r2.csv |
| DNA methylation component 2 | Diablo_d2_gene.csv |
| Genes common between RNA component 2 and DNAm component 2 | Entrez ID 12653 = Chgb  Official Full Name = chromogranin B  Predicted to localize in extracellular region. Predicted to be active in extracellular space and secretory granule.  Entrez ID 332934 = Zmynd12  Official Full Name = zinc finger, MYND domain containing 12  Orthologous to human ZMYND12 (zinc finger MYND-type containing 12)  Entrez ID 338521 = Fa2  Official Full Name=fatty acid 2-hydroxylase  Enables fatty acid alpha-hydroxylase activity. Involved in galactosylceramide biosynthetic process; glucosylceramide biosynthetic process; and plasma membrane raft organization. Acts upstream of or within several processes, including lipid modification; myelin maintenance; and sebaceous gland cell differentiation.  Entrez ID 433931 = Pigg  Official Full Name=phosphatidylinositol glycan anchor biosynthesis, class G  Predicted to enable CP2 mannose-ethanolamine phosphotransferase activity. Predicted to be involved in GPI anchor biosynthetic process. Predicted to be in endoplasmic reticulum.  Entrez ID 629059 = Fam124a  Official Full Name=family with sequence similarity 124, member A  Orthologous to human FAM124A (family with sequence similarity 124 member A) |

**Supplementary Figure S1**

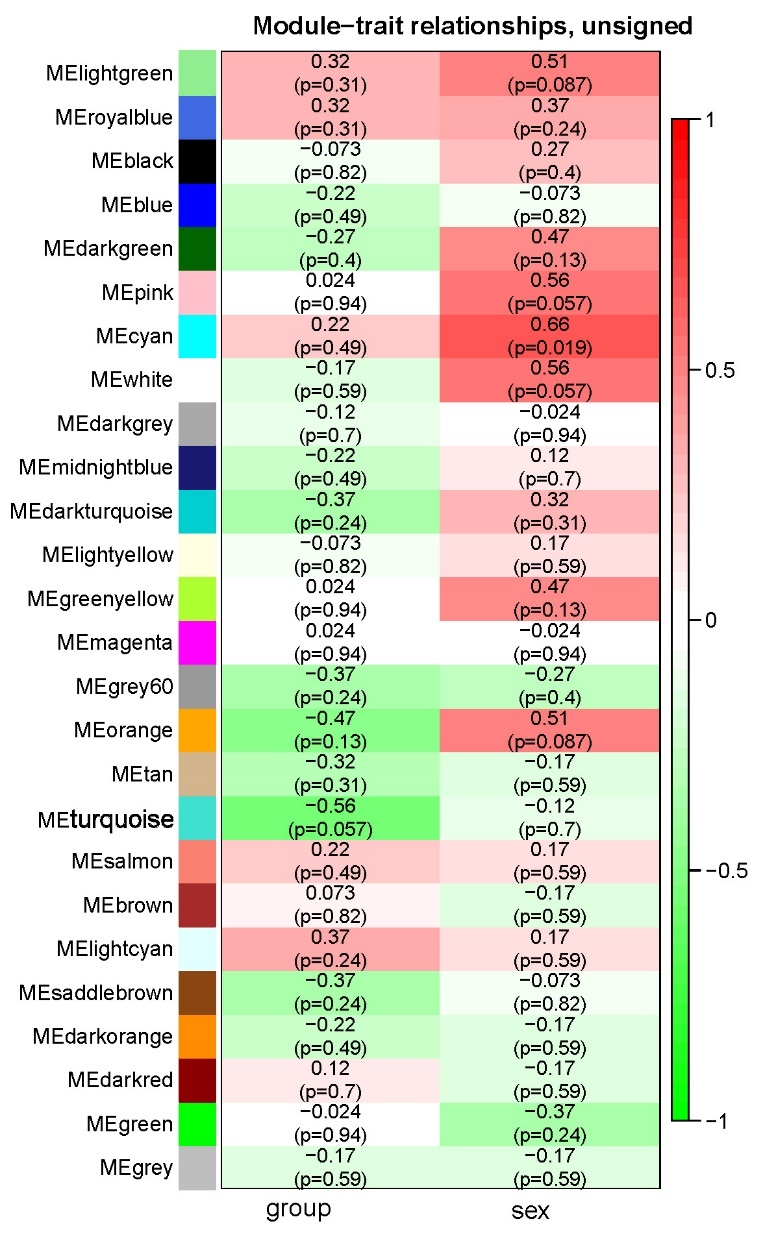

Module-trait associations using an unsigned gene network. Rows and columns represent eigengenes and traits, respectively. The group column is for Tg vs. Wt and sex is for female vs. male. The number in each cell represents Spearman’s correlation coefficient, along with its pval (p). Cells are colored according to their correlation coefficients.

**Supplementary Figure S2**

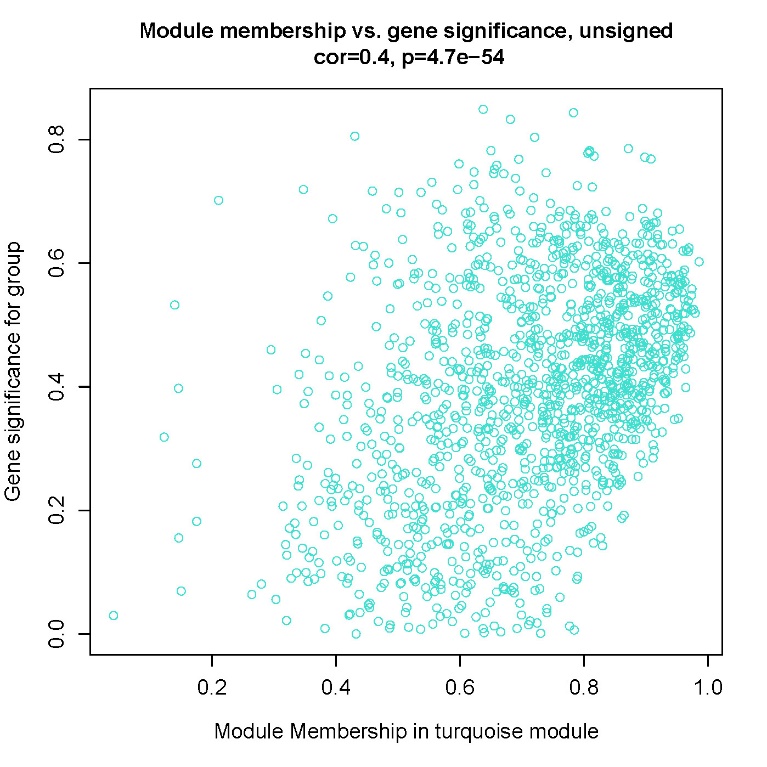

A scatterplot of gene significance vs module membership in the turquoise module. The two are significantly correlated, with Pearson’s correlation coefficient (cor)=0.4, and pval (p) close to 0.

**Supplementary Figure S3**

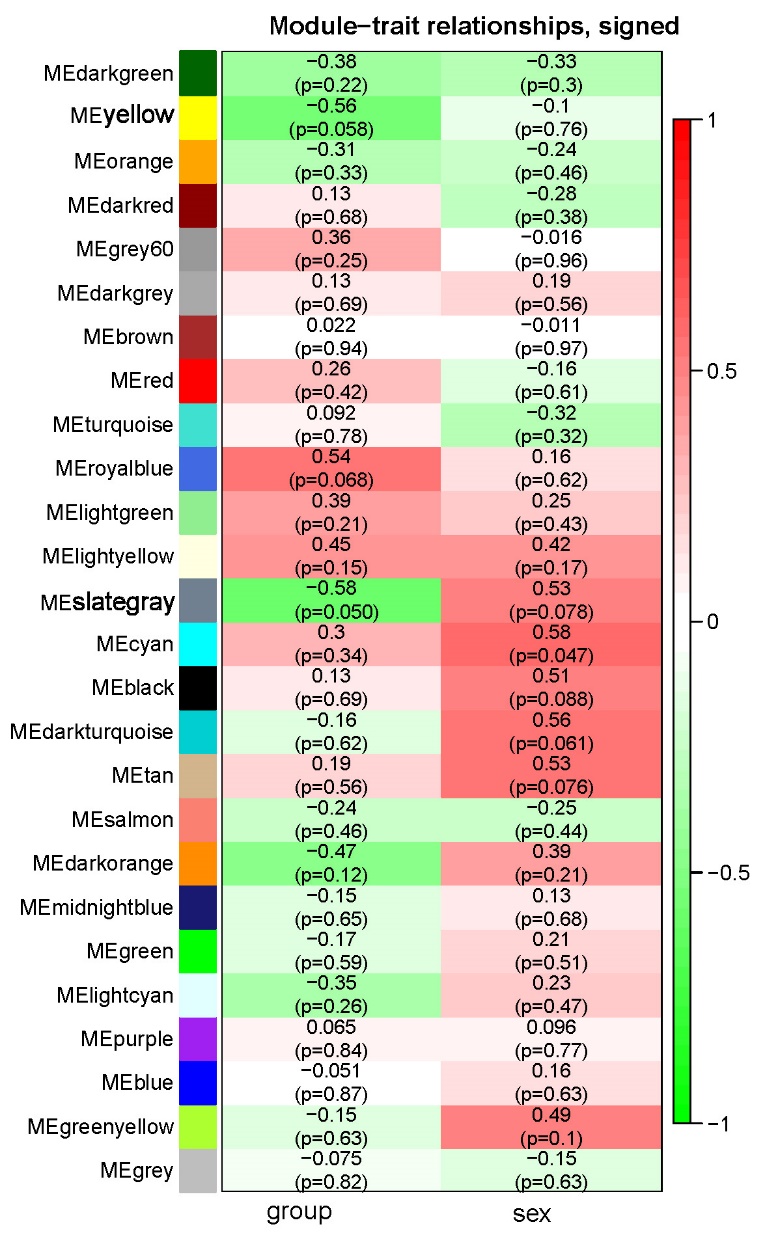

Module-trait associations using a signed gene network. Rows and columns represent eigengenes and traits, respectively. The group column is for Tg vs. Wt and sex is for female vs. male. The number in each cell represents Spearman’s correlation coefficient, along with its pval (p). Cells are colored according to their correlation coefficients.

**Supplementary Figure S4**

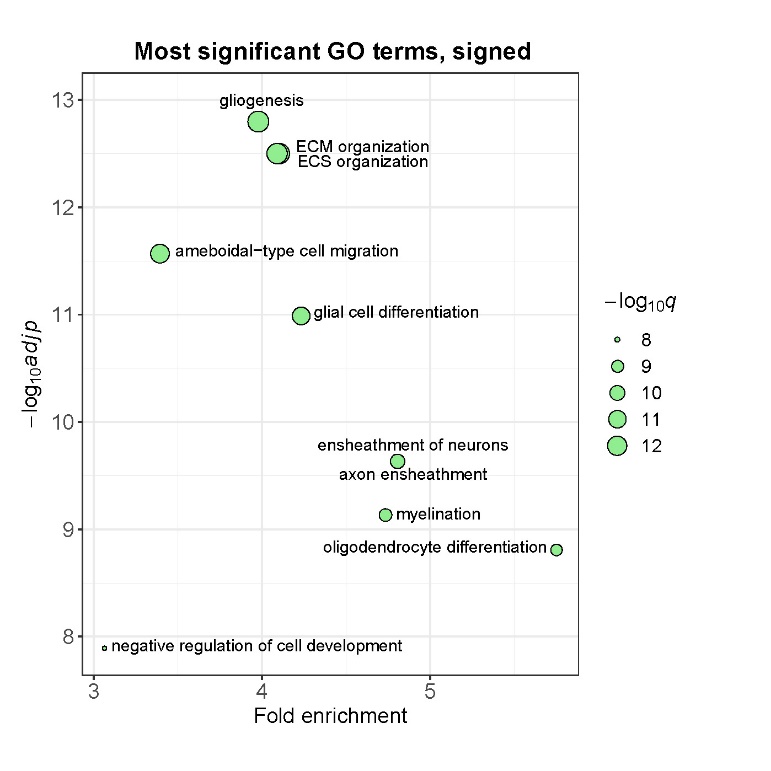

A bubble plot of top 10 GO terms enriched among the genes in the yellow module. Fold enrichment is the ratio of the proportion of input genes annotated in each GO term to the proportion of all genes annotated in the same term; padj=Benjamini-Hochberg-adjusted pval; q=FDR-adjusted pval. All terms in the plot belong to the biological process category.

**Supplementary Figure S5**

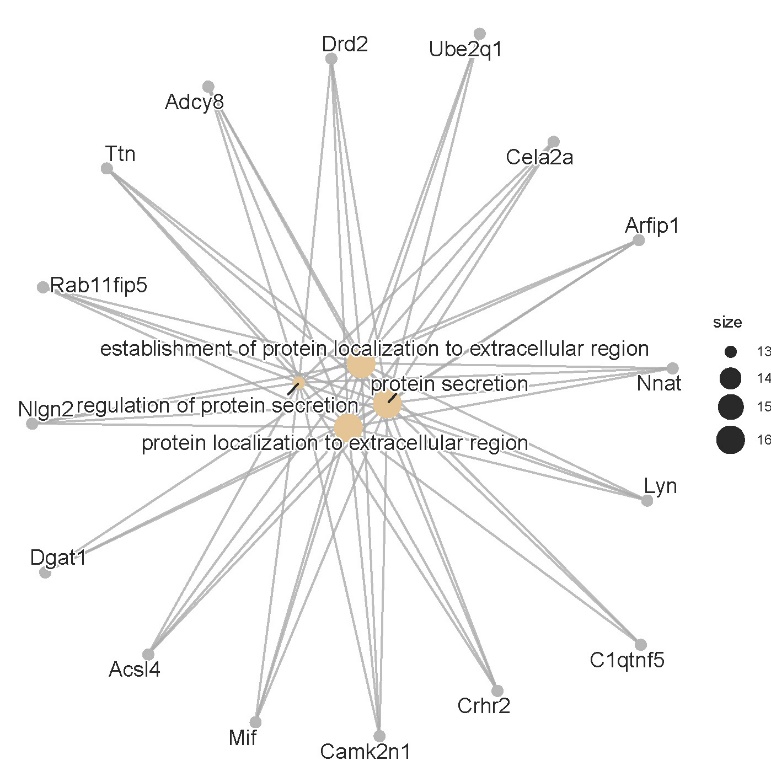

A “cnetplot” that displays the top four GO terms (Table 2) and related genes in the input gene list. It was generated using the cnetplot function available in the R enrichplot package. “size” refers to the number of genes assigned to each GO category

# B. Supplementary Methods

Note that all raw datasets and how they were processed are available in GEO repository with accession numbers GSE223417 for RNA-seq and GSE223348 for BS-seq.

B.1. RNA-seq

RNA preparation was done in one batch, but library preparation and sequencing were done in two batches (batches 1 and 2 in B.1.5 below) because each library kit can accommodate a maximum of 8 samples. 

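The effect of the library batch on expression was tested in the deposited counts of the 12 mice with edgeR's quasi-likelihood test, with sex and genotype as covariates. With Benjamini-Hochberg adjustment 0 genes passed the threshold of 0.1 between the 8 mice of batch 1 and the 4 mice of batch 2, and the smallest adjusted p was 0.636, while 1217 genes had an unadjusted p under 0.05. DESeq2's Wald test called 24 genes between the batches.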

Each sample is tagged with a unique sample-specific barcode; so, samples were pooled together for cost-effective sequencing. The average number of total reads was 33.2 million per sample, which included all non-unique alignments. 

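Summed over the 15928 genes of the deposited count table, the mean was 18377141 reads per mouse, and the sums equalled the library sizes in the deposited table of normalization factors in 12 of 12 mice. They are not the sizes printed in section B.1.2 of the Supplementary Methods. The 20 genes with the most counts took 19.1 ± 0.82% of the reads (SD, n = 5) in Wt mice and 20.8 ± 1.61% (SD, n = 7) in Tg mice (exact permutation test, two-sided p = 0.0631).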

Following preprocessing and quality control, the average number of unambiguous, unique reads was 18 million per sample (B.1.2). The entire output from DESeq2 contains data from 30,372 genes (2.4 Mb in size), but most of them are not significant at all, with their p-val = 1. 

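The deposited count table holds 15928 genes, fewer than that output, and every one of them had more than 1 CPM in at least 5 of the 12 libraries, with 178 genes in exactly 5. Genes below that level were not analysed here. TMM factors computed from the table differed from the authors' deposited normalization factors by at most 4.9e-15.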

Only 100 of them are significant as differentially expressed genes between the control and Tg mice. In case, however, we uploaded a manageable Excel file containing 1,685 genes, including the top 100, and relevant statistical values (Deseq_out_1685.csv in Supplementary Data).

B.1.1. Downloading transcript count data from Ion Torrent Server

B.1.2. Transformation of Count data to an edgeR object using the DGEList function in the edgeR package

ID group lib.size* norm.factors sample_names sex

12 WT 16936130 1 12 F

32 TG 19496827 1 32 F

41 WT 18824542 1 41 M

67 TG 17781219 1 67 M

68 TG 19229417 1 68 M

69 TG 20995113 1 69 M

79 WT 21042580 1 79 F

80 WT 16251483 1 80 F

91 TG 18762170 1 91 F

92 TG 15803401 1 92 F

93 TG 17931268 1 93 F

95 WT 17994452 1 95 M

*The total number of unambiguous, unique reads

B.1.3. The edgeR object was analyzed by the R WGCNA package as directed by the package

# WGCNA recommends using unfiltered and unnormalized data

B.1.4. Filtering and normalization of data using *calcNormFactors* and *cpm* functions in edgeR

B.1.5. Setting up Design matrix using the model.matrix function in R DESeq2 package

model.matrix(~0+sex+batch+group)

sexF sexM batch2 groupWT

1 1 0 0 1

2 1 0 0 0

3 0 1 0 1

4 0 1 0 0

5 0 1 1 0

6 0 1 1 0

7 1 0 1 1

8 1 0 1 1

9 1 0 0 0

10 1 0 0 0

11 1 0 0 0

12 0 1 0 1

B.1.6. Selection of differentially expressed genes (DEG) using *DESeqDataSetFromMatrix, DESeq,* and *results* functions as directed by DESeq2 (Deseq_out_1685.csv)

---

out of 30377 with nonzero total read count

adjusted p-value < 0.1

LFC > 0 (up) : 84, 0.28%

LFC < 0 (down) : 16, 0.053%

outliers [1] : 5, 0.016%

low counts [2] : 0, 0%

---

B.1.7. 100 DEGs (deseq2_Deg.csv)

B.2. DNA methylomics using the R methylKit package

The raw DNA methylation dataset containing data for all 12 samples is 894 MB in size. Following the methylKit pipeline, the raw data were re-organized, using the unite function, to cover only the methylation sites that are covered in all samples. The resulting united dataset is 132 MB in size. After applying the 10% cutoff for absolute value of methylation percentage change and qvalue cutoff of 0.1, we have 443 differentially methylated sites (Diff_10per.csv). Positive meth.diff values indicate hypermethylation in Tg mice and negative meth.diff hypomethylation.

B.2.1. Reading in processed Bam files provided by ZymoResearch using *methRead*

obj.brn.11 = methRead(report.files, sample.id = list('12', '32','41', '48','67','68', '69', '79', '80', '91', '92', '93'),

assembly = "mm10", context = "CpG", treatment = c(0, 1, 0, 1, 1, 1, 1, 0, 0, 1, 1, 1))

# treatment = 0 (Wt) or 1 (Tg)

# obj.brn.11 is ~ 894 MB in size

B.2.2. Combining methyl data using the *unite* function

meth.brn.11 = unite(obj.brn.11, destrand = FALSE)

meth.brn.11, 131 MB in size, contains information for 981,122 DNA methylation sites for 11 samples.

B.2.3. Selection of Methy CpG sites where absolute methylation difference ≥ 10%, qvalue ≤ 0.1, and covariate adjustment for sex specified as ('F','F','M','M','M','M','M','F','F','F','F','F') using *calculateDiffMeth* and *getMethylDiff* functions (‘F’ = female and ‘M’=male)

# in Diff.10p.csv, positive meth.diff indicates hypermethylation in Tg mice and negative meth.diff indicates hypomethylation

B.2.4. Annotation of each methyl sites *using biomaRt and org.Mm.eg.db* packages

B.2.5. GO over-representation using *enrichGO* in clusterProfiler and *cnetplot* in enrichplot packages.

B6. Multi-block Discriminant Analysis DIABLO (Data Integration Analysis for Biomarker discovery using a Latent cOmponents)

RNA and DNA methylation datasets from 11 samples were analyzed using the *block.splsda* function in the R mixOmics package. The parameters include two input datasets (x1=RNA data; x2=DNA methylation data) and the response variable (y = Wt or Tg). The goal was to select 500 features for the first two components that discriminate between the two groups of samples. The two components were selected using selectVar function (diablo_r1.csv, diablo_r2.csv, diablo_d1_raw.csv, diablo_d2_raw.csv in Supplementary Data) and gene names (diablo_d1_gene.csv, diablo_d2_gene.csv) of the selected DNA methylation sites were retrieved using *biomaRt and org.Mm.eg.db* packages.

# C. Supplementary Data

Supplementary_Data.zip contains the following files:

dms_443-gene_182.cvs

Diff_10per.csv

diablo_r1.csv

diablo_r2.csv

diablo_d1_raw.csv

diablo_d1_gene.csv

diablo_d2_raw.csv

diablo_d2_gene.csv

Deseq_out_1685.csv

ego_10p.csv

ego_diablo_r2.csv

How the deposited data were processed for this re-analysis (not part of the article)

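Brain sections containing dorsal hippocampus and cortex were taken from 5 Wt and 7 Tg (Tg2576) mice, and the RNA-seq counts of these 12 mice were analysed. DNA methylation values were not analysed here. The condition, sex and library batch of each mouse were taken from the sample labels, Supplementary Table S1 and the design matrix in the Supplementary Methods.

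The authors removed ribosomal RNA, sequenced total RNA on an Ion Torrent S5XL, aligned the reads to mm10 with STAR and Bowtie 2, and downloaded the number of unique, unambiguous reads per gene. They then removed genes with low counts and deposited the raw counts of 15928 genes without normalization. A second deposited table gives, for each library, its size, its batch and the normalization factor, a ratio to the other libraries that the authors computed with edgeR's calcNormFactors. The authors' filter is not stated as a number. In the count table every gene had more than 1 CPM in at least 5 libraries, so genes expressed in fewer libraries were not analysed here. Genes of the Y chromosome have no name in the table, and whether it holds them is not known.

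The count table has no column of gene names. The paper's own DESeq2 table gives a mean normalized count for 1684 genes, and the mean normalized count of a gene is the mean over mice of its count divided by the library's size factor. The 12 size factors were solved from the 2 tables together, and a gene was paired only where a single gene of the count table gave its mean within a relative difference of 1e-09. In this way 1349 genes were paired, and none were paired when the paper's means were shifted in 10 trials. The paired names ran in alphabetical order down the table, with 7 exceptions among neighbouring pairs, or 2 when capitals are sorted first. The order was used only as a check and no name was filled in from it. In a test on the real counts with invented size factors, 1684 of 1684 genes were paired correctly. Each of those genes had a match in the count table, so the test could not show false pairs of absent genes. The other 335 genes of the paper's table and all remaining genes of the count table stayed unnamed. The unnamed genes of the count table were used in every test but are not reported by name. The genes left unpaired include Col4a4, and Arc and Npas4 among those that Fig. 4 names. Gene positions are from GENCODE M21 on GRCm38, the assembly also called mm10.

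The main test was edgeR 4.0.16, quasi-likelihood F-test, with the design ~ sex + batch + condition, TMM normalization and the filterByExpr filter, which removed no gene. A gene was called at an adjusted p under 0.1 by the Benjamini-Hochberg method, the threshold in the Supplementary Methods. The biological coefficient of variation was 0.201. DESeq2 1.42.0 was run as an alternative. Single genes were compared by exact permutation of log2 CPM (prior count 2) over the 792 splits of the 12 mice, two-sided, for which the smallest p is 0.00126. In simulations 200 of 15928 genes were changed, each by 2-fold or more. There edgeR recovered 95% of the changed genes (90% of the 100 changed 2-fold) and called 19 others, and DESeq2 recovered 97.5% and called 61 others. Smaller changes were not simulated. With 200 genes changed, the adjusted threshold is easier to pass than in the real data, where 1 gene was called. Gfap had a log2 fold change of 1.01 and an unadjusted p of 0.00033 in edgeR's quasi-likelihood test, and its adjusted p was 0.574. The shares recovered therefore do not give the power for 2-fold changes in these mice.

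Weighted co-expression networks were computed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1 from the 5000 most variable genes, with power 22, topological overlap, average linkage, modules of at least 30 genes, and merging of modules whose eigengenes differed by less than 0.1. Modules were taken at the tree height between 0.3 and 0.99 that gave the most of them, since WGCNA's own dynamic method was not installed. In a simulation with 3 planted modules, 100 of the 100 genes of the module linked to the groups were found, with 1 other gene. Gene set enrichment scores had been planned. They were not computed, because only 9.09% to 21.6% of the members of each set could be paired and a share under 80% was taken to void such a score. The directions of the paired members were counted in their place. Scores for choroid plexus and oligodendrocytes were the mean log2 CPM of marker genes listed in advance, of which 14 of 15 and 10 of 12 were paired.

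Genes to be named were fixed before the data were examined. They were App, Prnp, Gfap, Agt, Xist, the collagens of Supplementary Table S2, the genes of Fig. 4, the genes named as shared with methylation components, the 10 genes with the smallest p, the 2 genes of each set with the smallest p in its direction, 4 genes of the Y chromosome, and Ttr and Mbp. The rule also asked for 4 of the genes with an absolute log2 fold change above 10 in the paper's table, and none of those could be paired. Camk2a is named as 1 of the 3 paired members of its set.

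The depth was between 15768135 and 20996174 counts per mouse. The spread between mice limits the comparisons. The alternatives covered the count model, normalization, filters, covariates, threshold, marker scores as covariates, batch 1 alone, and each mouse left out in turn.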

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

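The tests of Xist, of the marker genes, and of batches and library size for the small RNA genes were chosen after the results were seen. The test of the small RNA genes with the choroid plexus score and the test of their joint variation were written down before their results were seen.

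Xist in mouse 41 is a signal in a mouse that the labels call male. Its library held 198.9 CPM of Xist (3582 counts), while the other 4 mice labelled male had at most 1 count each. The 7 mice labelled female had 149.5 to 233.4. Mouse 41 lies in the range of the mice labelled female, at 121% of their median. A small admixture of RNA from a female would leave a level well under that median, and reads of other genes counted on Xist would appear in the other males too, where the largest value was 0.0563 CPM. Both are set aside by these values. A sex label or a library that belongs to another, female mouse remains a candidate explanation (198.9 CPM, inside the female range). Genes of the Y chromosome could not be examined by name, and the unnamed genes were not searched for a male pattern. The sex of the mouse was therefore not settled here. The label was kept as given. Its effect on 1 of the paper's genes was direct. Xist is listed as lower in Tg mice with the paper's log2 fold change of -5.88, and without mouse 41 the log2 fold change was 0.15.

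Small RNA genes that the paper does not discuss were higher in Tg mice. Of the 1349 paired genes, 171 are small nuclear, small nucleolar or other small RNA genes, and 171 of these 171 were higher in Tg mice, against 555 higher and 545 lower among the other paired genes with a gene type (two-sided Fisher's exact test, p = 1.59e-46; genes are not independent replicates, and all were selected in these mice). Their median log2 fold change was 0.51. A difference between batches was tested by taking each batch alone, and the difference was at least 0.536 in both. Library sizes did not differ between genotypes (exact permutation test, two-sided p = 0.73). With the choroid plexus score as a covariate the median was 0.495, so the score accounted for little of it. The small RNA genes also rose and fell together among mice of the same genotype. Their mean pairwise correlation within genotype was 0.21, and none of 1000 random sets of genes matched on expression reached it (one-sided permutation p = 0.001, the smallest they can give). This is consistent with a recovery of short RNA that differs from library to library, which remains a candidate explanation. The mean log2 deviation of these genes was -0.085 or more in every Tg mouse and -0.199 or less in every Wt mouse (exact permutation test, p = 0.00126). Because the genes were selected in these mice, that order decides nothing between recovery and the transgene. An effect of the transgene on small RNA genes cannot be told apart from a difference in recovery, because recovery was not measured apart from expression in these libraries.

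Choroid plexus marker genes were higher in Tg mice, and the paper does not discuss this tissue. All 14 of the paired marker genes, out of 15 listed, were higher in Tg mice. The mean score was 0.67 ± 1.25 (SD, n = 5) in Wt and 2.47 ± 2.04 (SD, n = 7) in Tg mice (exact permutation test, two-sided p = 0.111). Ttr, the gene of this kind named in advance, ranged from 16.9 to 370.8 CPM in Wt mice and from 7.21 to 1581 in Tg mice. The difference in score was 1.59 within batch 1 and 2.59 within batch 2, so a difference between batches does not produce it. The sexes are unequal between genotypes in both batches. In batch 2 genotype coincides with sex. In batch 1 the difference was 0.56 among mice labelled female (1 Wt and 4 Tg) and -0.26 among mice labelled male (2 Wt, mouse 41 among them, and 1 Tg). With 1 mouse on a side these values do not decide whether sex plays a part. Library size gave p = 0.73 by the exact test. Of the 7 Tg mice, 2 had a score inside the Wt range. The Wt scores spread from -1.14 to 2.13, so such an overlap does not tell whether the transgene raised these genes in every Tg mouse. A difference between mice in how much choroid plexus was left in the dissected section is a candidate explanation, and whether genotype also plays a part cannot be told from 12 mice.

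In 66 groups of mice (33 measures in Wt and in Tg mice), 1 mouse stood apart from the others of its group in 4, where chance alone gives about 3.3. Xist was at -2.60 log2 CPM in the Wt mouse 95 and 7.23 to 7.79 in the other Wt mice. Mouse 95 is labelled male, so this is the counterpart of the value in mouse 41. Col18a1 was at 0.85 in mouse 95 and 2.34 to 2.49 in the other Wt mice. Adcy1 was at 9.94 in the Wt mouse 41 and 8.63 to 8.90 in the others, and Grin2a was at 6.98 in the Tg mouse 67 and 6.30 to 6.59 in the others. No technical or biological explanation was tested for Col18a1, Adcy1 and Grin2a.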

How the results depend on the processing

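The alternatives were set in advance, except 5 added DESeq2 fits named as such below. No paired analysis was possible because the mice are different animals with their own numbers. The gene set enrichment scores and their alternatives were not run, because too few set members have a name.

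The direction of App was the same in every fit that tested it, with a log2 fold change from 1.55 to 1.73 across the 12 fits that each left out one mouse. Of the 28 named genes, 25 never reversed. Among the alternatives, 13 named genes kept both their direction and their side of the threshold throughout, and in the other fits there were 28 changes to stronger, 1 to weaker and 7 reversals. DESeq2's Wald test placed 12 named genes past the threshold that edgeR did not. The authors' normalization factors, no filter on low counts, and DESeq2 on the filtered genes repeat the same values by construction and show no stability.

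The count of genes called by edgeR was 1, 1 of them higher and 0 lower in Tg mice (1146 with an unadjusted p under 0.05). With DESeq2 it was 56, with 51 higher, 5 lower and 53 among the paper's 100. With the 20 genes with the most counts removed, which include App itself, edgeR called 0 genes (1151 with an unadjusted p under 0.05), and in the 8 mice of batch 1 alone 0 (485). With the choroid plexus score, the oligodendrocyte score, or both as covariates, edgeR called 2, App and Prnp, both higher and both among the paper's 100. Across the 12 fits that left out one mouse the counts of genes called, of genes higher and of the paper's genes were each from 1 to 2. Among the fits added after seeing the data, DESeq2 called 2 genes with the choroid plexus score, 2 with the oligodendrocyte score and 2 with both, all in the paper's list. DESeq2 with batch as the only covariate called 27, with 26 in the paper's list. DESeq2 without mouse 41 called 21, with 11 in the paper's list. The cause of these changes was not tested, except for the marker scores in DESeq2, whose tests are given under the other observations.

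The genotype by sex interaction gave 0 genes in edgeR (567 with an unadjusted p under 0.05), 17 in DESeq2 and from 0 to 1 across the fits that left out one mouse. The batch comparison gave 0 in edgeR (1217) and 24 in DESeq2. The cause was not tested.

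Xist ranged from -9.24 to 0.15 across the fits that left out one mouse, and it reversed without mouse 41. Ttr reversed to -0.029 in batch 1 alone, to -0.92 with the choroid plexus score and with both scores (-0.916 and -0.921), and to -0.33 with the oligodendrocyte score. Mbp reversed to -0.051 with the oligodendrocyte score and to -0.054 with both. Ttr and Mbp are themselves in these scores, so their reversal under their own score follows from how the scores are made. For Ttr in batch 1 and under the oligodendrocyte score the cause was not tested.

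In the unsigned network the strongest module correlation was 0.808. It was 0.563 from unnormalized counts (exact permutation p = 0.0732), and from 0.577 to 0.866 across the fits that left out one mouse. Among these it no longer passed p under 0.05 without mouse 68 (exact permutation p = 0.0823), 69 or 91 (exact permutation p = 0.0519 for each). The correlation of membership and significance, 0.210, was 0.452 from residuals after sex and batch and from -0.052 to 0.721 across the fits that left out one mouse. In the signed network the strongest correlation, 0.857, ranged from 0.577 to 0.866 in those fits and no longer passed without mouse 32 (exact permutation p = 0.0519) or 67 (exact permutation p = 0.0823). The correlation of membership and significance, 0.687, was 0.105 from unnormalized counts, 0.469 with 8000 genes, 0.468 with power 12, 0.422 from residuals after sex and batch, and from -0.049 to 0.701 across the fits that left out one mouse. The cause of these changes was not tested.

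The depth limits the comparison of genes near the filter of more than 1 CPM in at least 5 libraries; genes below it were not analysed here.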

Differences from the paper's values

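The paper's values come from DESeq2 and WGCNA, and the values here come from edgeR and a network computed directly. The paper reports 100 genes changed between Tg and Wt mice, 84 of them higher and 16 lower, and edgeR called 1, with 1 higher and 0 lower (1146 genes with an unadjusted p under 0.05). None of the 29 alternatives set before the data were examined closed the gap for any of these counts. The nearest was DESeq2's Wald test with the same covariates, with 56 genes, 51 higher and 5 lower, 53 of them among the paper's 100. It called all 53 of the paper's genes that could be paired, and over all paired genes its log2 fold changes were within 0.011 of the paper's. All alternatives ran on the 15928 genes of the count table or on fewer of them, while the paper's test covered 30377. Of the paper's 100 genes, 36 had mean counts from 0.262 to 0.53 and are not among the paired ones. These alternatives could therefore hardly reach the paper's counts.

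For the unsigned network, the paper's strongest module correlation with genotype is 0.56 in absolute value, and here it was 0.808. With unnormalized counts it was 0.563, and none of the other 15 alternatives had a value within the paper's rounding. The Supplementary Methods cite a recommendation of unnormalized and unfiltered data for WGCNA, while the main network here used log2 CPM of filtered genes. The alternative with unnormalized counts is thus nearer to that input than the main network. The paper's module holds 1377 genes and the module here held 61, and none of the 16 alternatives closed that gap. The module of 61 genes held 0 matrix and integrin genes, so it need not be the counterpart of the paper's module. The second module here, with 357 genes and 12 matrix and integrin genes, had a rho of 0.661, nearer to the paper's. In the paper's module the correlation between connectivity and gene significance is 0.4, and in the module of 61 genes it was 0.210. Leaving out Wt mouse 80 brought it to 0.401, and none of the other alternatives did.

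For the signed network, the paper's strongest correlation is 0.58 in absolute value, and here it was 0.857. Leaving out Tg mouse 67 brought it to 0.577, and none of the other alternatives did. The paper's module holds 1132 genes and the module here held 70, with no alternative closing the gap. The module of 70 genes held 0 matrix and integrin genes, so it need not be the counterpart of the paper's module. The module of 1024 genes, with 17 matrix and integrin genes and a rho of 0.514, was nearer to the paper's in size and correlation. The paper's correlation between membership and gene significance is 0.33. In the module of 70 genes it was 0.687, a gap that no alternative closed. The paper's correlations carry a minus sign. The sign depends on which genotype is coded as 1, so absolute values were compared.

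For Xist, the paper's log2 fold change is -5.88, and edgeR gave -4.26. DESeq2's Wald test on these counts gave -5.88 and edgeR without Wt mouse 95 gave -4.56, and of the 26 alternatives these, with the same DESeq2 test on filtered genes, were the 3 counted as not differing.

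The paper lists Prnp, Gfap, Agt, Col18a1 and Xist among its changed genes. In edgeR their adjusted p values were 0.16, 0.574, 0.501, 0.597 and 0.611 by the Benjamini-Hochberg method, all above the threshold of 0.1. DESeq2's Wald test called them all. Prnp was also called by edgeR with the choroid plexus score, the oligodendrocyte score or both, and Prlr by edgeR without Tg mouse 93. DESeq2 with batch only called 26 of the paper's genes, DESeq2 without mouse 41 called 11, and DESeq2 with the marker scores called 2, and these fits were chosen after seeing the data.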

Other observations

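The tests on other splits of the mice for the edgeR counts of genes changed, higher and lower, for the interaction, the batches, the Fig. 4 genes and the networks, and the test on Prnp, were chosen after the result was seen. The splits for DESeq2, for the paper's 100 genes and for the DMS-linked genes were written down before their results were seen. Further DESeq2 tests dealt the choroid plexus score anew within genotype. They were chosen after the choroid plexus pattern and the correlations of genes with the score among Tg mice had been seen. They replaced a first version, run before them, that dealt the score among all mice. They were written down before their own results were seen. The tests with the oligodendrocyte score were chosen last, after the choroid plexus result.

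For the edgeR count of genes changed, 7 of 100 splits of the mice into 5 and 7, the real one included, gave 1 gene or more, and for genes higher 6 of 100. For genes lower, 0 were called (1146 genes with an unadjusted p under 0.05 in both directions), so every one of the 100 splits was as large. Calls in other splits ranged up to 321 genes. A count of 1 is not separated from other splits, although App itself had the smallest p that the exact test allows. The number of genes with an unadjusted p under 0.05 was reached by 16 of 100 splits, with a median of 542. Among the paper's 100 genes at least 1 passed in 2 of 100 splits and among the DMS-linked genes at least 0 in 100 of 100. These lists were chosen in these mice, so this does not show whether they are stable. In DESeq2, 11 of 100 splits gave as many as 56 genes, 8 as many as 51 higher, and 29 as many as 5 lower. Other splits gave up to 1890 genes. The counts of interaction genes and of batch genes were 0 and were reached by all 100 splits (567 and 1217 genes with an unadjusted p under 0.05). All 4 Fig. 4 genes were lower in 32 of 100 splits of the 11 mice.

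For the networks, 41 of all possible splits of the mice into 5 and 7 gave a strongest unsigned module correlation as large and 28 a signed one, and for the correlation of membership and significance 441 and 39. These splits kept the modules built from the real data. The module that was strongest in the unsigned network held 31 small RNA genes among 41 named, and in the signed network 34 among 42, so the joint variation of small RNA genes is also what these modules show.

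A hypothesis for the genes that DESeq2 calls is that the dissected sections differ in their amount of choroid plexus or of oligodendrocytes. With the choroid plexus score as a covariate DESeq2 called 2 genes, App and Prnp. If the amount of tissue were the cause, the real scores should leave fewer calls than the same scores dealt anew among the mice of each genotype. That was so, as 1 of 100 deals, the real one, left as few, and the median deal left 18. The calls were lost more than the fold changes. Over the paper's 53 paired genes the median ratio of the log2 fold change with the score to that without it was 0.854, and that of Gfap was 1.00 in DESeq2 with the score and without it, although Gfap was no longer called. For the 20 matrix and integrin genes that were higher in Tg mice, markers left out, the median log2 fold change in DESeq2 was 0.66 without the score and 0.34 with it, and 2 of 100 deals brought it as close to 0. For the 11 neurexin and neuroligin partners it was -0.27 without the score and 0.19 in size with it, and 4 of 100 deals brought it as close. The oligodendrocyte score, whose 10 paired marker genes were also all higher in Tg mice, did about as much. With it DESeq2 again called 2 genes, and 4 of 100 deals of the oligodendrocyte score left as few. The median was 0.23 for the matrix genes (3 of 100 deals as close to 0) and 0.16 in size for the synaptic genes (4 of 100). The pattern of matrix genes higher and synaptic genes lower may therefore reflect in part the tissue that each section held, and the choroid plexus cannot be told apart from oligodendrocytes as its source. The scores do not account for App and Prnp, which stayed called, nor for the size of the change in genes such as Gfap, Col18a1, Slc37a2 and Gm25813 (log2 fold changes of 0.99, 0.90, 1.09 and 0.91 in edgeR with both scores). The matrix genes still had a median of 0.21 and the synaptic genes of -0.18 in edgeR with the choroid plexus score, and a biological effect of the transgene on the choroid plexus itself was not tested.

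The excess of Prnp over the Wt mean was 7.25% to 12.7% of the excess of App in the 7 Tg mice, with a mean of 10.5% and a coefficient of variation of 17.7%, against 45.2% for the excess of Prnp alone. A hypothesis is that the transgene construct carries sequence of the prion protein gene whose reads were counted on Prnp. When App was dealt anew among the 7 Tg mice in all 5040 orders, the spread of the share was as small with p = 0.0137 (exact, one-sided). The App values of the Tg mice fall into 2 clusters, near 3147 and near 5145 CPM, so a correlation of the 2 genes was not computed, and this pattern cannot be told apart from a difference between the clusters in anything else. App was higher in mice 67, 68, 69 and 93 (5198, 5140, 5727 and 5145 CPM) than in mice 32, 91 and 92 (3393, 2991 and 3147). The first 3 of these are labelled male and the others female, and the genotype by sex interaction of App had an unadjusted p of 0.286.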
